# Mammalian Ssu72 phosphatase preferentially considers tissue-specific actively transcribed gene expression by regulating RNA Pol II transcription

**DOI:** 10.7150/thno.62274

**Published:** 2022-01-01

**Authors:** Hyun-Soo Kim, Yoon Jeon, Yoon Ok Jang, Ho Lee, Yong Shin, Chang-Woo Lee

**Keywords:** Ssu72 phosphatase, RNA polymerase II, CTD phosphorylation, Transcription, Tissue-selective gene expression, P-TEFb

## Abstract

Reversible phosphorylation of the C-terminal domain (CTD) of RNA polymerase II (Pol II) is essential for gene expression control. How altering the phosphorylation of the CTD contributes to gene expression in mammalian systems remains poorly understood.

**Methods:** Primary mouse embryonic fibroblasts, hepatocytes, and embryonic stem cells were isolated from conditional *Ssu72*^f/f^ mice. To knockout the mouse *Ssu72* gene, we infected the cells with adenoviruses of incorporated luciferase and Cre recombinase, respectively. RNA sequencing, ChIP sequencing, ChIP assay, immunoblot analyses, qRT-PCR assay, and immunostaining were performed to gain insights into the functional mechanisms of Ssu72 loss in Pol II dynamics.

**Results:** Using primary cells isolated from Ssu72 conditional knockout and transgenic mice, we found that mammalian Ssu72-mediated transcriptional elongation rather than polyadenylation or RNA processing contributed to the transcriptional regulation of various genes. Depletion of Ssu72 resulted in aberrant Pol II pausing and elongation defects. Reduced transcriptional elongation efficiency tended to preferentially affect expression levels of actively transcribed genes in a tissue-specific manner. Furthermore, Ssu72 CTD phosphatase seemed to regulate the phosphorylation levels of CTD Ser2 and Thr4 through accurate modulation of P-TEFb activity and recruitment.

**Conclusions:** Our findings demonstrate that mammalian Ssu72 contributes to the transcription of tissue-specific actively transcribed gene expression by regulating reciprocal phosphorylation of Pol II CTD.

## Introduction

Transcription begins with the assembly of a pre-initiation complex at individual gene promoters. This is followed by the initiation of messenger RNA (mRNA) synthesis and the beginning of the elongation process. For all coding genes and several non-coding RNAs [ncRNAs; e.g., small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs)], recruitment of RNA polymerase II (Pol II) to a promoter is an essential step in transcriptional activation. An interesting and distinct feature of Pol II is the presence of C-terminal domain (CTD) repeats (Tyr1-Ser2-Pro3-Thr4-Ser5-Pro6-Ser7) on its largest subunit (Rpb1), known to play an important role in coordinating accurate transcription, mRNA processing, and histone modification.

The CTD itself is also subjected to extensive post-translational modification during the transcriptional process. The phosphorylation state of Pol II CTD is particularly critical for regulating the recruitment of appropriate transcription-associated factors. When transcription is initiated, Ser5 in the CTD is rapidly phosphorylated by TFIIH-associated kinase Cdk7 (Kin28 in yeast). Levels of phosphorylated Ser5 (pSer5) are decreased during transition from initiation to elongation, concomitant with an increase in the level of pSer2 1. Several phosphatases have been implicated in regulating pSer5 levels. For example, Fcp1 (TFIIF-associated CTD phosphatase 1) is capable of dephosphorylating both pSer2 and pSer5, although it appears to prefer pSer2 2,3. RNA polymerase II-associated protein 2, RPAP2 (Rtr1 in yeast), is another potential pSer5 phosphatase with activity against pSer5, pSer7, and pTyr1 in its CTD, although it does not have phosphatase-active sites 4-6. In recent studies, PP1-PNUTs has suggested as a CTD pSer5 phosphatase 7-9 PNUTS has been shown to bind Pol II and regulate transcription by dephosphorylation of Spt5 and pSer5 of Pol II CTD 9. Integrator-serine/threonine protein phosphatase type 2A (Integrator-PP2A) complex is also identified as a CTD phosphatase, which causes selective dephosphorylation of Spt5 on Ser666 and Pol II CTD on both pSer5 and Ser7 9,10.

Ssu72 has been identified as a Pol II CTD phosphatase with a preference for pSer5 and pSer7. Depletion of Ssu72 in yeast has led to increased levels of both pSer5 and pSer7 before transcriptional termination 11,12. In yeast, Ssu72 can bind to the 3' ends of genes and promote polyadenylation-coupled and polyadenylation-independent termination by interacting with either the cleavage and polyadenylation factor CPF/CPSF or the Nrd1-Nab3-Sen1 termination complex 13,14. At the 3' ends of genes, the phosphatase activity of Ssu72 is stimulated by direct interaction with symplekin (Pta1 in yeast), which is required for polyadenylation and 3'-end cleavage of pre-mRNAs 15,16. However, an extensive targeted proteomic analysis revealed that mammalian Ssu72 is not associated with polyadenylation factors 17.

More recently, the genome-wide occupancy pattern of mammalian Ssu72 in human embryonic stem (ES) cells was found to be opposite to that seen in yeast. The highest peaks are detected in the promoter regions of genes, while small peaks are detected in the termination regions 18. Moreover, Ssu72 may mediate the transition of transcriptional initiation/elongation through dephosphorylation of pSer5 in the proximal promoter 19. Therefore, given the strong link between Ssu72 and the initiation-elongation transition, we posited that Ssu72 might also be required for elongation and accurate gene expression in mammalian cells and tissues. However, the pivotal role of Ssu72 phosphatase in higher eukaryotes remains controversial.

In yeast, Ssu72 has been implicated in cellular viability and efficient transcription of snoRNAs and specific mRNAs but has not been implicated in global gene expression 12,20. It is also reported that mammalian Ssu72 is not significantly involved in cell growth and proliferation of COS7 cells derived from monkey kidneys 21, whereas it is essential for cellular proliferation in cultured chicken B-cells 22. We have demonstrated that human Ssu72 functions as a cohesin-binding phosphatase that regulates chromosomal integrity in human cells 23,24. Due to potential redundancy and conflicts with other phosphatases, it remains unclear whether Ssu72 is indeed involved in the control of cellular viability and specificity by regulating transcriptional initiation and elongation processes in mammals.

Therefore, the objective of this study was to use primary cell lines isolated from Ssu72 conditional knockout (KO) and transgenic mice to examine the specific role of mammalian Ssu72 in regulating RNA Pol II processing during transcription. Loss of mammalian Ssu72 was found to be related to defective transcriptional elongation rather than to failure of transcriptional termination or polyadenylation. In addition, reduced transcriptional elongation seemed to preferentially affect distinct patterns of gene expression of actively transcribed genes in a tissue-specific manner. Furthermore, depletion of Ssu72 resulted in defects of Pol II elongation by reducing CTD Ser2 and Thr4 phosphorylation, which induced Pol II accumulation at the proximal promoter region by increasing CTD Ser5 and Ser7 phosphorylation of actively transcribed genes in a tissue-specific manner. Our results revealed a fundamental role of mammalian Ssu72 in regulating RNA Pol II-mediated transcriptional plasticity for cell-type-specific homeostatic maintenance.

## Results

### Mammalian Ssu72 phosphatase predominantly regulates the expression of actively transcribed gene subsets with cell-type-specificity

To investigate the *in vivo* function of Ssu72 in the transcription and development of mammals, we targeted murine *Ssu72* gene by homologous recombination in mouse embryonic stem cells (Figure S1A-D). The wild type (WT) *Ssu72*^+/+^ and heterozygous *Ssu72*^+/∆^ mice were apparently normal, healthy, and fertile. No developmental abnormalities were detected during 12-month or longer observation period. Although *Ssu72*^∆/∆^ embryos developed to the blastocyst stage, they died at peri-implantation stage (Figure S1E-H), implying that loss of *Ssu72* alleles could lead to embryonic lethality via developmental defects.

We next examined levels of Ssu72 expression during embryogenesis. The levels of Ssu72 were found to be higher during pluripotent stem cell and early embryogenesis than during late embryogenesis (Figure S1I). Similarly, the expression of Ssu72 in ES cells was higher than in differentiated mouse embryonic fibroblasts (MEFs) and hepatocytes, implying that high expression level of Ssu72 in cells might be an important factor for the maintenance of stemness. Inversely, efficient reduction of Ssu72 expression was also required for proper differentiation (Figure S1J).

TUNEL assay showed that *Ssu72*^∆/∆^ embryos exhibited increased apoptotic cell numbers whereas *Ssu72*^+/+^ embryos exhibited little or no apoptotic cells in inner cell mass (Figure S1K-L). We also observed impairment of cell proliferation and DNA replication in *Ssu72*^∆/∆^ embryos based on cell number counting and BrdU incorporation assays (Figure S1M-N), indicating that failure of Ssu72 could result in defects of ES cell maintenance and differentiation. Therefore, we generated *Ssu72*^f/f^ (floxed) mice by flanking the *Ssu72* exon 1 with* loxP* sites, allowing Cre-mediated exon 1 deletion (Figure S1A).

To investigate how mammalian Ssu72 regulated gene expression, we performed RNA sequencing (RNA-Seq) analyses of Ssu72 in three different cell types depending on their proliferation capabilities: ES cells (highly proliferating), MEFs (moderate proliferating), and hepatocytes (almost quiescent). 

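RNA was sequenced from mouse cells whose Ssu72 gene carries loxP sites around exon 1, after infection with Ad-Cre, which removes this exon, or with Ad-Luc, a luciferase adenovirus that served as the control. MEFs are fibroblasts grown from embryos at embryonic day 13.5, and ES cells were derived from the inner cell mass. MEFs and hepatocytes each have 3 Ad-Luc and 3 Ad-Cre samples, and ES cells have 2 of each. The hepatocytes came from mice that were 5 weeks old in the paper's methods and 6 weeks old in the sample labels. The paper's methods refer to 3 independent samples and 3 independent experiments, without saying whether these are separate animals or cultures, and ES cells have 2 samples per group here. The authors' p per gene is the only p here that can draw on the spread between these samples. Tests over sets of genes hold no such spread.

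Ssu72 encodes a phosphatase of the RNA polymerase II C-terminal domain and lies on chromosome 4 of mm10 from 155704815 to 155733873. In the authors' deposited table, Ssu72 fell from 22.7 to 3.69 FPKM in MEFs (log2 fold change -2.62), from 26.0 to 5.12 FPKM in hepatocytes (-2.34) and from 99.2 to 44.7 FPKM in ES cells (-1.15). Transcripts that lack only exon 1 would still add to these values.

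For each cell type, the authors' Cuffdiff table gives a single FPKM (mapped fragments scaled for transcript length and library size) per gene and group, with a log2 fold change of Ad-Cre over Ad-Luc, a p and a q. These values are the authors' own and have no value per sample behind them here, so no SD or n stands beside an FPKM and the depth of each sample is unknown. Each table covers 23996 genes, of which the authors tested 13642 in MEFs, 13013 in hepatocytes and 13390 in ES cells. A tested gene counted as higher or lower in Ad-Cre cells when the authors' p was below 0.05, their q below 0.1 and the change more than 1.5-fold, as the paper's results section states. Pathways, complexes and cell type markers were followed with 55 gene lists written before the data were examined, 7 of which hold genes that the paper names. The called share of each list was compared with that of all other tested genes by Fisher's exact test (two-sided), and p-values were adjusted by the Benjamini-Hochberg method over the 108 list tests in MEFs, 108 in hepatocytes and 106 in ES cells.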

The Ssu72 deletion was induced by infection with a Cre recombinase adenovirus (Ad-Cre) or by intercrossing with albumin-Cre (Alb-Cre; a liver-specific Cre) mice (Figure S2A-C). Infection of ES^f/f^, MEF^f/f^, and hepatocyte^f/f^ with Ad-Cre resulted in an efficient reduction of Ssu72 (Figure S2A-C).

Depletion of Ssu72 resulted in the up- or down-regulation of large subsets of genes in the three different cell types (Figure 1A-C, Figure S2D, and Table S1). 

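The largest changes are given here among called genes that reach 1 FPKM in the group with the higher value. Of the 10 genes that rose most in each cell type, all but Gzmm in ES cells were below 1 FPKM in the Ad-Luc cells. In MEFs, Myo15, a myosin of the inner ear on chromosome 11 from 60469339 to 60528368, rose from 0.0552 to 5.55 FPKM (log2 fold change 6.65) in the authors' deposited table. It was followed there by Miox (0.0548 to 3.21 FPKM, 5.87), Ptk6 (0.0213 to 1.24 FPKM, 5.86), A3galt2 (0.249 to 10.9 FPKM, 5.45) and Srms (0.125 to 3.72 FPKM, 4.90), in each case with the FPKM in Ad-Luc and Ad-Cre cells and the log2 fold change. Miox is an oxidase of inositol, and Ptk6 and Srms are related tyrosine kinases. The other largest rises in the authors' deposited table for MEFs were of Bpifb2 (4.77), 1810010D01Rik (4.74), Tmprss9 (4.65), Mslnl (4.48) and Trim10 (4.47).

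Apart from that of Ssu72, the largest falls in MEFs in the authors' deposited table were those of Lrrn4 (2.49 to 0.179 FPKM, -3.80), Egfl6 (8.76 to 0.896 FPKM, -3.29), Gpm6a (1.14 to 0.127 FPKM, -3.16), Upk3b (9.52 to 1.19 FPKM, -3.00), Chl1 (5.41 to 0.777 FPKM, -2.80) and Aspn (49.8 to 7.36 FPKM, -2.76), with Reg3g (-2.56), Apol6 (-2.54) and Adamtsl4 (-2.46). Egfl6 and the proteoglycan Aspn are secreted into the matrix, and Chl1 is a cell adhesion molecule.

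In hepatocytes, the largest rises in the authors' deposited table include those of Klhl30 (0.0427 to 2.70 FPKM, 5.98) and Cd79b (0.125 to 4.89 FPKM, 5.29), a part of the B cell receptor, and of Myo15 (5.18), Crabp2 (4.98), Scn4a (4.94), Hapln3 (4.45), Hsh2d (4.39), Dnah10 (4.32) and Adipoq (4.27). The largest falls include, in the authors' deposited table, Akr1c6 (10.2 to 1.30 FPKM, -2.97), Uox (5.88 to 0.968 FPKM, -2.60) and Aox3 (19.8 to 3.44 FPKM, -2.52), which oxidise or reduce steroids, urate and aldehydes, and also Serpina3m (-2.88), Mx1 (-2.66), Cyp2a12 (-2.36), Cyp2b9 (-2.35), Adh1 and Ssu72.

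In ES cells, the largest rises after that of Becn2 were smaller than those named in MEFs and hepatocytes. The rises in the authors' deposited table were of Becn2 (0.0858 to 4.20 FPKM, 5.61), Tmem154 (0.128 to 1.16 FPKM, 3.18), Svop (0.429 to 3.46 FPKM, 3.01) and Isg20 (0.748 to 5.78 FPKM, 2.95), and of 4933417D19Rik (2.82), Col11a2 (2.61), Rmrp (2.41), Gzmm (2.38), Lemd1 (2.33) and Amy1 (2.29). The largest falls there, after those of Moap1 (2.21 to 0.910 FPKM, -1.28), Tmem91 (2.87 to 1.21 FPKM, -1.24) and Ssu72, include those of Prr23a (-0.98), Ago3 (-0.84), 4933438K21Rik (-0.83), Malat1 (-0.77), Hist3h2a (-0.76) and 5830418K08Rik (-0.72) in the authors' deposited table. Malat1 is a long non-coding RNA of the nucleus and Ago3 binds microRNAs.

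Of the 10 largest rises, 4 in MEFs, 6 in hepatocytes and 5 of the 9 that could be placed on the reference in ES cells lie within 10 kb downstream of a gene of at least 5 FPKM on the same strand. Examples are Myo15, 634 bp after Drg2, and A3galt2, 6377 bp after Phc2. In ES cells, Gzmm begins 622 bp after Cdc34, Col11a2 1034 bp after Rxrb and 4933417D19Rik 2 bp after Cdk10. Others are Miox, Mslnl, Crabp2, Hapln3, Hsh2d, Dnah10, Isg20 and Rmrp.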

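Fbn1, which encodes the microfibril protein fibrillin-1, fell from 252 to 147 FPKM in Ssu72-depleted MEFs (log2 fold change -0.78) in the authors' deposited table. The metalloprotease gene Adamts12 fell from 5.54 to 1.78 FPKM (-1.64) in MEFs in the authors' deposited table. Phyhd1, a dioxygenase gene, fell in both MEFs (32.8 to 17.8 FPKM, -0.88) and hepatocytes (23.1 to 13.1 FPKM, -0.82) in the authors' deposited table.

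By the authors' p and q from Cuffdiff and a change of more than 1.5-fold, 1181 genes were higher and 1162 lower in Ssu72-depleted MEFs, 946 higher and 717 lower in hepatocytes, and 295 higher and 64 lower in ES cells. These genes make up 17.2% of the genes tested in MEFs, 12.8% in hepatocytes and 2.68% in ES cells. Higher genes had a median log2 fold change of 0.92 in MEFs, 0.98 in hepatocytes and 0.89 in ES cells, and lower genes one of -0.86, -0.89 and -0.67. The q threshold removed no gene, since the authors' q was at most 0.0674 wherever their p was below 0.05. A given p has the same q in every cell type. With q recomputed within each cell type, chosen after the values were seen, fewer genes were called in ES cells. A group stood at 0 for 5 of the called genes in MEFs, 6 in hepatocytes and 3 in ES cells.

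The split between higher and lower genes depends on the reference used for scaling. Centred on the median tested gene of at least 1 FPKM, higher genes were 45.6% of called genes in MEFs, 54.0% in hepatocytes and 80.7% in ES cells. The shift was larger with the ribosomal protein genes as reference, which takes them as unchanged. The cytosolic ribosomal protein genes had a median log2 fold change of 0.26 in MEFs, -0.07 in hepatocytes and 0.20 in ES cells. Relative to that median, 675 genes were higher and 2312 lower in MEFs, 1102 and 610 in hepatocytes, and 182 and 268 in ES cells, so that higher genes went from 50.4% to 22.6% of all called genes in MEFs, from 56.9% to 64.4% in hepatocytes and from 82.2% to 40.4% in ES cells.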

Depletion of Ssu72 resulted in up- and down-regulation [more than 1.5-fold, *p* < 0.05; false discovery rate (FDR) <0.1)] of 902 and 1,135 genes in MEFs, 646 and 654 genes in hepatocytes, and 302 and 125 genes in ES cells, respectively (Table S1). 

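In all of the MEFs, hepatocytes and ES cells, 54 genes were higher after Ssu72 depletion and 2 were lower. The 2 lower genes were Ssu72 itself and Il18bp, which encodes a secreted inhibitor of interleukin-18 and fell from 5.30 to 2.21 FPKM in MEFs, from 8.31 to 4.74 FPKM in hepatocytes and from 1.70 to 1.13 FPKM in ES cells in the authors' deposited table. The shared higher genes include the collagen chain Col20a1, the cytochrome P450 Cyp2c55, the oviduct glycoprotein Ovgp1 and the lactate transporter Slc16a8. Their log2 fold changes in the authors' deposited table were 4.39 in MEFs, 4.10 in hepatocytes and 2.06 in ES cells for Col20a1, which begins 4011 bp after the expressed gene Arfgap1, 3.28, 1.93 and 4.75 for Cyp2c55, 2.88, 1.83 and 1.83 for Ovgp1, and 2.42, 1.67 and 1.91 for Slc16a8. Col11a2, Gzmm, 4930538K18Rik, 4933417D19Rik, Rnf223 and 2310014L17Rik complete the 10 that rose most in their least responsive cell type.

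Among genes tested in both MEFs and hepatocytes, 334 were higher in both, where 63.3 would be shared if the calls were independent (odds ratio 12.3, adjusted p = 1.12e-171 by Fisher's exact test, two-sided, over 6 pairs). MEFs and ES cells shared 100 higher genes against 14.8 (odds ratio 14.4, adjusted p = 5.03e-60 by the exact test), and hepatocytes and ES cells shared 73 against 10.7 (odds ratio 12.3, adjusted p = 5.61e-43 by the exact test). Lower genes numbered 113 in both MEFs and hepatocytes against 25.1 (odds ratio 6.73, adjusted p = 9.54e-45 by the exact test), 14 in both MEFs and ES cells against 2.61 (odds ratio 7.58, adjusted p = 1.50e-07 by the exact test), and 6 in both hepatocytes and ES cells against 1.41 (odds ratio 4.81, adjusted p = 0.00266 by the exact test). Of the 54 shared higher genes, 47 could be placed on the reference, and 26 of these lie within 10 kb downstream of an expressed gene on the same strand. Higher genes gather at low levels, and calls drawn at random within bins of level shared 114 higher genes on average in MEFs and hepatocytes (97 to 131 in 95% of 10000 draws), 31.3 in MEFs and ES cells (22 to 41) and 26.0 in hepatocytes and ES cells (18 to 35), so that the observed numbers are 2.93, 3.19 and 2.80 times these, and for lower genes 27.2 (18 to 37), 3.53 (1 to 7) and 1.99 (0 to 5), or 4.16, 3.97 and 3.01 times. Each count of lower genes includes Ssu72 itself, and without it 112, 13 and 5 were shared (p = 2.15e-44, 6.77e-07 and 0.0117 by the exact test). The 5 of hepatocytes and ES cells are not above the range of 0 to 5 of calls drawn within bins of level, which included Ssu72. With 2-fold and FDR below 0.05, Ssu72 was the only lower gene shared by MEFs and ES cells.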

Strikingly, the overall categories of transcripts up- or down-regulated in MEFs, hepatocytes, and ES cells did not significantly overlap (Figure 1A). 

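Genes that changed in a single cell type made up the larger part of every set. Of the lower genes, 1037 of 1162 in MEFs (89.2%, 95% exact Clopper-Pearson interval 87.3 to 91.0), 600 of 717 in hepatocytes (83.7%, 80.8 to 86.3) and 46 of 64 in ES cells (71.9%, 59.2 to 82.4) were not lower in another cell type. Of the higher genes, this held for 801 of 1181 in MEFs (67.8%, 65.1 to 70.5), 593 of 946 in hepatocytes (62.7%, 59.5 to 65.8) and 176 of 295 in ES cells (59.7%, 53.8 to 65.3). Of the genes lower in MEFs, 59 were higher in another cell type, and of the genes higher in hepatocytes, 49 were lower elsewhere. Among them, picked after the values were seen, Acta2, a smooth muscle actin, fell from 516 to 318 FPKM in MEFs and rose from 0.978 to 2.75 FPKM in hepatocytes, and Igfbp3, which binds insulin-like growth factors, fell from 302 to 161 FPKM in MEFs and rose from 7.23 to 13.0 FPKM in hepatocytes in the authors' deposited table. Genes named above that were called in a single cell type include Aspn in MEFs, Uox in hepatocytes and Moap1 and Malat1 in ES cells, although the authors did not test Aspn outside MEFs or Uox outside hepatocytes.

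Over the genes tested in all 3 cell types, the share of higher genes called in ES cells alone was 40.6%. From the shares of non-overlapping genes in each cell type, the paper concludes that Ssu72 regulates different subsets of genes in different cell types.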

The percentage of non-overlapping genes in the pool of down-regulated genes was 83% in MEFs, 79% in hepatocytes, and 78% in ES cells; and the percentage of non-overlapping genes in the pool of up-regulated genes was 68% in *Ssu72*-deficient MEFs, 64% in *Ssu72*-deficient hepatocytes, and 66% in Ssu72-deficient ES cells (Figure 1A), indicating that Ssu72 regulated different subsets of genes depending on cell type.

To examine whether Ssu72 regulated gene expression of certain groups, we classified genes altered by Ssu72 depletion to active, bivalent, and silent groups based on co-occupancy with H3K4me3, H3K79me2, and H3K27me3 of previously published RNA-Seq data, respectively (Figure 1B). The percentage of actively transcribed genes in the pool of downregulated genes was 73.0% in Ssu72-deficient MEFs, 67.6% in Ssu72-deficient hepatocytes, and 60.0% in Ssu72-deficient ES cells, while the percentage of silent genes was 20% in MEFs, 27.6% in hepatocytes, and 14% in ES cells (Figure 1B and Table S2). By contrast, we did not find any classification in the pool of upregulated genes.

As expected, our heatmap analyses showed that the down-regulated gene subsets had a substantial population of highly transcribed genes (Figure 1C and Figure S2D), indicating that mammalian Ssu72 might predominantly regulate the expression of actively transcribed genes in a cell-type-specific manner. 

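Some abundant transcripts of MEFs and hepatocytes were among the lower genes. In MEFs, the acute phase protein gene Saa3 fell from 4293 to 2624 FPKM in the authors' deposited table (log2 fold change -0.71). In hepatocytes, Hp, which encodes the plasma protein haptoglobin, fell from 14009 to 9001 FPKM in the authors' deposited table (-0.64). Lower genes had a median of 5.84 FPKM in MEFs, 5.38 in hepatocytes and 1.37 in ES cells, and higher genes one of 1.95, 1.53 and 1.12, each over the mean of the Ad-Luc and Ad-Cre values.

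The top 25% of tested genes by this mean level began at 24.4 FPKM in MEFs, 25.7 in hepatocytes and 26.7 in ES cells. It held 274 of the 1162 lower genes in MEFs (23.6%) and 156 of the 1181 higher genes (13.2%), an odds ratio of 2.03 (adjusted p = 1.29e-10 by Fisher's exact test, two-sided, over the 3 cell types). In hepatocytes it held 136 lower genes (19.0%) and 70 higher genes (7.40%), an odds ratio of 2.93 (adjusted p = 6.46e-12 by the exact test), and in ES cells 5 lower genes (7.81%) and 10 higher genes (3.39%), an odds ratio of 2.42 (adjusted p = 0.158 by the exact test). Set against all other tested genes, lower genes were in the top 25% with an odds ratio of 0.92 in MEFs (adjusted p = 0.257 by the exact test), 0.69 in hepatocytes (adjusted p = 2.77e-04 by the exact test) and 0.25 in ES cells (adjusted p = 0.00108 by the exact test).

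The lowest 25% of tested genes held 671 of the higher genes in MEFs, 636 in hepatocytes and 219 in ES cells. With the level taken from the Ad-Cre cells alone, the odds ratio of lower against higher genes in MEFs was 1.22 (p = 0.0758 by the exact test), and with the level of the Ad-Luc cells alone that in ES cells was 3.49 (p = 0.0443 by the exact test). A minimum of 2-fold gave 56.5 in ES cells (p = 0.00616 by the exact test), with 2 of 6 lower genes in the top 25% against 1 of 114 higher genes. Ssu72, the deleted gene, is among these lower genes of the top 25%, and without it the odds ratio in ES cells was 2.79 by the Ad-Luc level (p = 0.109 by the exact test) and 28.2 at 2-fold (p = 0.0826 by the exact test). In hepatocytes without Ssu72 it was 1.51 by the Ad-Cre level (p = 0.00972 by the exact test). At 2-fold without Ssu72 it was 8.94 in MEFs and 4.64 in hepatocytes (p = 1.66e-17 and 1.53e-08 by the exact test).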

Gene Ontology (GO) term enrichment analysis also revealed that cellular functionalities of genes altered by Ssu72 depletion were remarkably diverse and dependent on cell type (Figure 1D). Furthermore, based on our RNA-Seq and gene set enrichment analyses (GSEA), we consistently found that the down-regulated gene subsets in Ssu72-depleted MEFs, hepatocytes, and ES cells were significantly correlated with the reduction of the gene sets of GO term analyses in each cell (MEFs: extracellular region part and cell adhesion; hepatocytes: drug metabolism and oxidation-reduction; ES cells: protein-DNA complex and chromatin assembly) (Figure 1D-F, Figure S2E, Table S3, and Table S4).

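The gene lists enriched among called genes differed in part between MEFs and hepatocytes, and none passed in ES cells after adjustment. In MEFs, 19 of 24 genes of cholesterol synthesis fell and none rose (adjusted p = 6.28e-15 by Fisher's exact test, two-sided), with a median log2 fold change of -1.34. Among them, in the authors' deposited table, were Msmo1 (101 to 39.9 FPKM, -1.33), Sc5d (63.4 to 40.8 FPKM, -0.64) and Fdps (60.2 to 20.5 FPKM, -1.56), which make sterols and their precursors, and Srebf2 (64.1 to 24.7 FPKM, -1.37), the transcription factor that controls the pathway. In hepatocytes, 0 of the 24 genes were called from the authors' Cuffdiff values, while 4 were higher and 5 lower at an authors' p below 0.05 whatever their fold. Of 13 genes of the urea cycle and amino acid catabolism, 5 rose in MEFs and none fell (adjusted p = 0.0195 by the exact test), with Cth (1.00), Asl (0.69), Prodh (1.42) and Gnmt (1.23) in the authors' deposited table, where Gnmt starts 6548 bp after the expressed gene Cnpy3. This call was lost among genes of at least 1 FPKM (adjusted p = 0.161 by the exact test) and with a minimum of 2-fold (adjusted p = 0.0808 by the exact test).

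In hepatocytes, 36 of 52 genes of G2/M and mitosis fell and none rose (adjusted p = 9.97e-32 by the exact test), where in MEFs 4 fell and none rose (adjusted p = 1 for lower genes by the exact test) with a median log2 fold change of -0.15 against -0.72. Relative to the ribosomal protein genes, this list was enriched among lower genes in MEFs too. The hepatocyte examples at the highest levels in the authors' deposited table were Cdc20 (49.0 to 28.8 FPKM, -0.77), Ube2c (41.2 to 18.3 FPKM, -1.17), Birc5 (37.7 to 19.9 FPKM, -0.92) and Cenpa (37.1 to 18.2 FPKM, -1.03), which act in chromosome segregation. Targets of the stress transcription factor ATF4 rose in hepatocytes, 11 of 25 genes, and none fell (adjusted p = 5.28e-06 by the exact test), among them the serine synthesis genes Phgdh (48.1 to 96.8 FPKM, 1.01) and Psat1 (34.7 to 57.8 FPKM, 0.74), the asparagine synthetase gene Asns (21.7 to 38.9 FPKM, 0.84) and the amino acid transporter gene Slc7a5 (15.1 to 26.3 FPKM, 0.80) in the authors' deposited table. In MEFs, 5 of 26 ATF4 targets were called higher and none lower (adjusted p = 0.219 by the exact test), but 25 had a log2 fold change above 0, and over the 25 tested in both the median difference between MEFs and hepatocytes was 0.03 (adjusted p = 0.892 by permutation). Of 24 EGF-responsive and immediate early genes, 10 rose in hepatocytes and none fell (adjusted p = 2.32e-05 by the exact test), including Cyr61 (358 to 727 FPKM, 1.02), Ctgf (144 to 423 FPKM, 1.56), Myc (75.1 to 126 FPKM, 0.75) and Ier2 (44.4 to 69.2 FPKM, 0.64) in the authors' deposited table, where Ier2 starts 7627 bp after the expressed gene Nacc1. This group no longer passed with a minimum of 2-fold (adjusted p = 0.189 by the exact test).

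In ES cells, none of the 52 G2/M genes and none of the 27 pluripotency genes was called by the authors' Cuffdiff values. At an authors' p below 0.05 whatever the fold, 4 G2/M genes were higher and none lower, and 2 pluripotency genes were higher and 1 lower. Over the lists tested, 5 were enriched among higher and 14 among lower genes in MEFs, 10 and 18 in hepatocytes, and 0 and 0 in ES cells, where 5 and 4 passed at an unadjusted p below 0.05 of the exact test. Of the lists enriched among lower genes, 2 in MEFs and 4 in hepatocytes consist of genes that the paper picked for qPCR or names as bound by Ssu72, which leaves 12 and 14 others, or 11 and 14 once such genes are taken out of every list. In both MEFs and hepatocytes, cytochrome P450 genes, plasma proteins and coagulation factors and acute phase genes were enriched among lower genes, and epithelial markers among higher genes. Adjusted over the list alone, the counts of called members were the same in all 19 of the enriched results in MEFs and all 28 in hepatocytes. Some lists share members, so these results are not independent of each other.

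**Figure D1:**
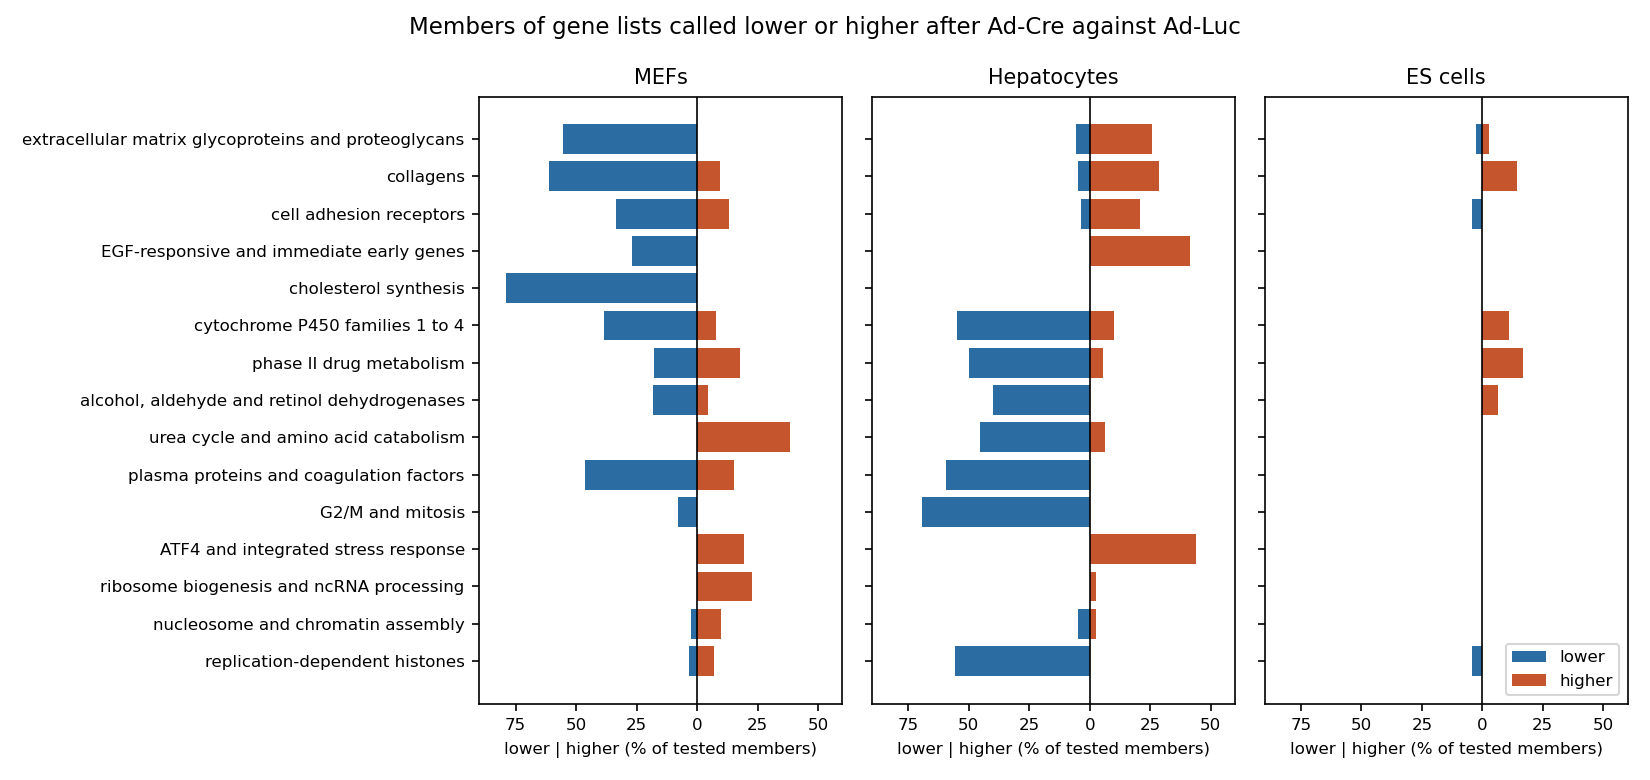
Share of the tested members of 15 gene lists that were called lower (bars to the left) or higher (bars to the right) in Ad-Cre cells, in percent, in MEFs, hepatocytes and ES cells. The longest bars to the left are those of cholesterol synthesis in MEFs and of G2/M and mitosis in hepatocytes, and the bars in ES cells are short or absent.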

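In MEFs, genes of the extracellular matrix fell together. Of 54 matrix glycoproteins and proteoglycans, 30 fell and none rose (adjusted p = 1.16e-16 by Fisher's exact test, two-sided), such as Sparc (2549 to 1589.7 FPKM, -0.68), Lox (1879 to 1152 FPKM, -0.71), Postn (902 to 482 FPKM, -0.90) and Dcn (821 to 473 FPKM, -0.79) in the authors' deposited table. Of 31 collagen genes, 19 fell and 3 rose (adjusted p = 7.78e-12 for lower genes by the exact test), and the fibrillar collagens were the most abundant of them in the authors' deposited table, with Col1a1 (7076 to 3612 FPKM, -0.97), Col1a2 (3222 to 1734 FPKM, -0.89), Col3a1 (1468 to 405 FPKM, -1.86) and Col5a2 (729 to 467 FPKM, -0.64). Matrix proteases and their inhibitors fell in 15 of 29 cases and rose in 2 (adjusted p = 4.41e-08 for lower genes by the exact test), with Mmp14 (-0.59), Mmp2 (-0.79) and Ctsk (-0.61) lower and Mmp10 (1.07) higher in the authors' deposited table. Of 45 cell adhesion receptors, 15 fell and 6 rose (adjusted p = 3.32e-05 for lower genes by the exact test), among them Cdh11 (-0.59), Itgb5 (-0.66), Vcam1 (-0.62) and Sdc4 (-0.63) in the authors' deposited table. The adhesion receptors no longer passed with a minimum of 2-fold (adjusted p = 0.0833 by the exact test). Beside these groups, 5 of 6 epithelial markers rose in MEFs (adjusted p = 2.90e-04 by the exact test), led by Krt19 (6.80 to 14.8 FPKM, 1.13) in the authors' deposited table.

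In hepatocytes, genes of drug and alcohol metabolism fell. Of 40 cytochrome P450 genes of families 1 to 4, 22 fell and 4 rose (adjusted p = 2.35e-16 for lower genes by the exact test), with Cyp2a5 (661 to 235 FPKM, -1.49), Cyp2a4 (500.2 to 131 FPKM, -1.94), Cyp4v3 (-0.86) and Cyp2c68 (-1.18) in the authors' deposited table. These genes were also enriched among lower genes in MEFs, where 5 of 13 fell and 1 rose (adjusted p = 0.0192 for lower genes by the exact test; 0.300 with a minimum of 2-fold and 0.0643 relative to the ribosomal protein genes). Of 36 genes of phase II metabolism, which attach glutathione or glucuronic acid to drugs, 18 fell and 2 rose (adjusted p = 1.71e-12 for lower genes by the exact test), such as Gstm1 (943 to 508 FPKM, -0.89), Ugt2b5 (-0.89), Gsta4 (-0.81) and Ugt1a6b (-1.23) in the authors' deposited table. Of 35 alcohol, aldehyde and retinol dehydrogenases and related reductases, 14 fell and none rose (adjusted p = 2.55e-08 by the exact test), with Adh1 (160.3 to 33.6 FPKM, -2.26), Akr1c14 (-0.80), Hsd17b13 (-1.49) and Akr1c19 (-1.10) in the authors' deposited table. Markers of cholangiocytes, the epithelial cells of the bile ducts, went the other way beside these groups, with 5 of 10 higher and 1 lower (adjusted p = 0.00211 for higher genes by the exact test), including Krt19 (11.3 to 33.2 FPKM, 1.56), Krt7 (1.59) and Cldn7 (0.91) in the authors' deposited table. The cholangiocyte markers no longer passed among genes of at least 1 FPKM (adjusted p = 0.162 by the exact test) or with a minimum of 2-fold (adjusted p = 0.182 by the exact test).

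In ES cells, none of 41 genes of nucleosome and chromatin assembly was called higher or lower by the authors' Cuffdiff values, and their median log2 fold change was 0.06. At an authors' p below 0.05 whatever the fold, none was higher and 2 were lower. The most abundant of them in the authors' deposited table were Npm1, from 2660.3 to 2802 FPKM (log2 fold change 0.07), and the histone variant gene H2afz, from 1001 to 1077 FPKM (0.11). Adjusted over the list alone, the counts for all lists named here were the same.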

Additionally, quantitative reverse transcription PCR (qRT-PCR) analysis confirmed that Ssu72 had a tendency to transcriptionally regulate active genes in a cell-type-specific manner, including genes such as *c-fos*, *Egr1*, and *Pold2* in MEFs; *Adh1*, *Gstm1*, and *Ark1c6* in hepatocytes; and *Cdc6*, *Fam132b*, and *Cdca3* in ES cells. These genes were downregulated in the Ssu72-depleted MEFs, hepatocytes, and ES cells (Figure 1E). To further verify that Ssu72 could regulate the expression of specific actively transcribed genes, we generated transgenic mice and MEF cells induced to express HA-tagged Ssu72 (HA-Ssu72) fusion protein at levels similar to endogenous Ssu72 (Figure S2F). Interestingly, immunoblotting and qRT-PCR analyses also revealed that ectopic HA-Ssu72 protein significantly increased the expressed of highly transcribed genes such as *c-fos* and *Egr1* in the condition where the expression of endogenous Ssu72 was inhibited (Figure S2G). These results support the hypothesis that mammalian Ssu72 can predominantly regulate the expression of actively transcribed genes with cell-type specificity.

### Ssu72 is mainly associated with the promoter region of actively transcribed genes in a cell-type-specific manner

To characterize the relationship between chromatin accessibility of Ssu72 and gene regulation in the three different cell types, we monitored the genome-wide occupancy of Ssu72 in control and Ssu72-deficient MEFs, hepatocytes, and ES cells through chromatin immunoprecipitation (ChIP) coupled with high-throughput sequencing (ChIP-Seq) (Figure 2). In our initial assessment, we specified five distinct genomic regions (intergenic, promoters, exon, intron, and 3'-end) associated with transcriptional regulation in each cell type (Figure S3A). Interestingly, unlike yeast, the occupancies of mammalian Ssu72 in all three cell types were predominantly increased in the promoter regions (Figure S3A). In addition, the heatmap and ChIP-Seq signals of Ssu72 peaks in MEFs also showed a strong co-occupancy with the genomic distribution of Pol II (Rpb1) and Pol II pSer5, which are enriched at the proximal promoter region, but not with those of Pol II pSer2 (Figure S3B-C). To further characterize the distribution of enriched Ssu72 signals within genomic regions, we selected high-confidence Ssu72 ChIP-Seq peaks (4,989 in MEFs, 11,237 in hepatocytes, and 4,020 in ES cells) in the total peaks of each cell type. As a result, we observed 515, 1,994, and 680 Ssu72-bound genes in the MEFs, hepatocytes, and ES cells, respectively (Figure 2A-B, Figure S3A, and Table S5). Interestingly, the metaplot analyses showed that the mammalian Ssu72 ChIP-Seq signals (high-confidence peaks) in all three cell types were increased in the promoter regions (Figure 2B). These results were illustrated using the genome browser view of Ssu72 ChIP-Seq signals against Ssu72-bound genes, such as *Phyhd1* and *Pold2* in MEFs, and *Adh1* and *Akr1c6* in hepatocytes (Figure 2C).

To further validate the recruitment of Ssu72 to the promoter regions, ChIP analysis coupled with qPCR (ChIP-qPCR) was performed for the selected Ssu72-bound genes in the MEFs and hepatocytes (Figure 2D). Ssu72 was found to be markedly enriched in all genomic promoter regions tested, whereas no enrichment was observed in random genomic regions used as negative controls. Importantly, our gene classification analysis revealed that most Ssu72-bound transcripts had H3K4me3- and H3K79me2-modified nucleosomes, which reflected the transcriptionally active genes (Figure 2A). For instance, the percentage of Ssu72-bound genes actively transcribed was 91.5% in MEFs, 82.2% in hepatocytes, and 85.6% in ES cells, while the percentage of silent genes was 1.1% in MEFs, 14.8% in hepatocytes, and 2.9% in ES cells, indicating that the majority of Ssu72-bound transcripts in each cell type were actively transcribed. Additionally, Ssu72-bound genes in MEFs, hepatocytes, and ES cells did not significantly overlap, implying that mammalian Ssu72 can predominantly regulate the expression of actively transcribed genes in a cell-type-dependent manner (Figure 2E). We also performed total Pol II-normalized Ssu72 occupancy analyses in MEFs and hepatocytes. When normalized to Pol II, the occupancy profiles of Ssu72 clearly showed moderate enrichment of Ssu72 in promoter regions compared to the meta-analysis of Ssu72 (Figure S3D). However, we did not observe remarkable changes in the Ssu72 distribution.

Next, to further assess the characteristics of the Ssu72-bound genes by ChIP-Seq data, we integrated the ChIP-Seq results with the genes differentially expressed by Ssu72 depletion (RNA-Seq data; >1.5-fold, FDR < 0.05, *p* < 0.1). Interestingly, a large percentage of Ssu72-bound genes (36.7%) overlapped the genes down-regulated by Ssu72 depletion in MEFs, whereas a small percentage of Ssu72-bound genes (2.1%) overlapped the up-regulated genes (Figure S4A). Similarly, these results were also observed in the Ssu72-depleted hepatocytes and ES cells (Figure S4B), indicating that the Ssu72-bound genes are mainly associated with the genes down-regulated by Ssu72 depletion in the three different cell types.

GO term enrichment analysis also revealed that the GO terms of Ssu72 ChIP-Seq data highly overlapped with the GO terms of the downregulated genes in the RNA-Seq results (Figure S4C-D). This analysis supported that the cellular functionality of genes downregulated by Ssu72 depletion were remarkably diverse and dependent on the cell type. Finally, we further assessed the expression levels of the Ssu72-bound genes by ChIP-Seq analyses in the three different cell types based on the RNA-Seq data. As a result, the average transcript levels of Ssu72-bound genes were noticeably reduced in all cell types (Figure S4E). We also performed GO analysis to classify the genes up-regulated by Ssu72 depletion (Figure S5A). 

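A part of the genes that process ribosomal and other non-coding RNAs rose in Ssu72-depleted MEFs, and a part of the matrix and fibrosis genes rose in Ssu72-depleted hepatocytes. Of 75 genes of ribosome biogenesis and ncRNA processing, 17 rose in MEFs and none fell (adjusted p = 0.00163 by Fisher's exact test, two-sided). The nucleolar proteins Nop56 (0.59), Nop58 (0.78) and Ncl (0.61) and Fbl (63.3 to 114 FPKM, 0.84), the methyltransferase fibrillarin, were the most abundant of these in the authors' deposited table. None of the 75 was called with a minimum of 2-fold (adjusted p = 0.456 by the exact test), and the call was also lost relative to the ribosomal protein genes (adjusted p = 0.861 by the exact test).

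In hepatocytes, 6 of 20 genes of liver fibrosis and stellate cell activation rose and 1 fell (adjusted p = 0.0109 for higher genes by the exact test). In the authors' deposited table, Vim (604 to 966 FPKM, 0.68) and Thbs1 (46.1 to 106 FPKM, 1.20) were higher and Spp1 (264 to 165 FPKM, -0.68), which encodes osteopontin, was lower. Of 21 collagen genes, 6 rose and 1 fell (adjusted p = 0.0137 for higher genes by the exact test), led by the basement membrane chains Col4a1 (83.5 to 158 FPKM, 0.92) and Col4a2 (58.4 to 119 FPKM, 1.03) in the authors' deposited table, with Col11a2 (3.36), which begins 1034 bp after the expressed gene Rxrb. Of 35 matrix glycoproteins and proteoglycans, 9 rose and 2 fell (adjusted p = 0.00337 for higher genes by the exact test), and of 20 matrix proteases and inhibitors 5 rose and 1 fell (adjusted p = 0.0447 for higher genes by the exact test). In the authors' deposited table, Timp2 (0.87), Plau (0.64) and Timp3 (0.70) were higher and Mmp19 (-1.01) and Prg4 (-1.20) lower. The fibrosis and matrix glycoprotein groups no longer passed with a minimum of 2-fold (adjusted p = 0.132 for each by the exact test), nor did the proteases and inhibitors (adjusted p = 1 by the exact test). Beside them, 4 of 14 fibroblast markers were higher (adjusted p = 0.0532 by the exact test), and 12 had a log2 fold change above 0, with Acta2 (1.49), Thy1 (0.92) and Tagln (0.91), which begins 1799 bp after the expressed gene Sidt2, in the authors' deposited table. The fibroblast markers passed with folds centred on the median gene or on the ribosomal protein genes, and without the genes the paper picked.

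In ES cells, 1 of 26 genes of hormones and secreted morphogens rose and 1 fell (adjusted p = 1 for higher genes by the exact test). These were Wnt3 (0.577 to 0.878 FPKM, 0.61), a signalling protein of the early embryo, and Fam132b (1.46 to 0.959 FPKM, -0.61), the hormone erythroferrone, in the authors' deposited table. With an FDR below 0.1 and no minimum fold change, 8 were higher (adjusted p = 0.0995 by the exact test). Adjusted over the list alone, the counts of every group named here were the same.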

Importantly, it is possible that the aberrantly up-regulated genes were late-response genes to Ssu72 depletion because the majority of the up-regulated genes were indirect ncRNA and ncRNA processing genes in the MEFs, liver fibrosis-related genes in response to the liver defects in hepatocytes, and indirect hormone- and morphogenesis-related genes in ES cells (Figure S5A). Therefore, we thought that the up-regulated genes might be due to indirect or compensatory effects or both in response to the stress situation caused by Ssu72 depletion. Together, our data indicate that Ssu72 is a versatile factor that functionally interacts with multiple networks to affect the expression of highly transcribed gene subsets in a cell-type-specific manner.

As yeast Ssu72 can regulate polyadenylation-coupled termination by interacting with CPF/CPSF complexes, we could not exclude any polyadenylation or RNA processing effects on altered gene expression. Therefore, we performed the poly(A) tail length assay to measure the poly(A) tail length of multiple mRNAs in MEFs and hepatocytes. Unexpectedly, we did not observe remarkable changes to actively transcribed genes in either the control or the Ssu72-depleted cells (Figure 2F), whereas some genes, which harbored transcription end site (TES)-bound Ssu72, led to slightly reduced polyadenylation activity by Ssu72 depletion (Figure S3E). We thus conclude that mammalian Ssu72 is predominantly localized to promoter regions and is broadly associated with actively transcribed genes in a cell-type-specific manner.

### Ssu72 is required for proper Pol II pause release and elongation in actively transcribed genes

To investigate whether Ssu72 depletion might affect the genome-wide occupancy of Pol II, we performed ChIP-Seq with antibodies against Pol II (Rpb1) in *Ssu72*^f/f^ MEFs and hepatocytes. As Ssu72 is capable of dephosphorylating both pSer5 and pSer7, we speculated that Ssu72 might regulate gene expression throughout the transcriptional initiation stage. An increase in Pol II density at the proximal promoter region is known to be correlated with a pause in transcriptional initiation 25-27. Therefore, we investigated alterations in Pol II density near the transcription start site (TSS) in Ssu72-depleted MEFs and hepatocytes. Interestingly, Ssu72 depletion caused a slight enrichment of Pol II occupancy at the promoter whereas Pol II occupancy in the gene body was modestly decreased in Ssu72-depleted MEFs compared to that in control MEFs (Figure 3A). This change in the pattern of total Pol II occupancy was most apparent in the group of Ssu72-bound genes in both MEFs and hepatocytes (Figure 3B). In addition, ChIP analyses revealed that Ssu72 depletion decreased Pol II occupancy in the DNA polymerase delta subunit 2 (*Pold2*) gene body. *Pold2* was one of selective Ssu72-bound genes in MEFs (Figure 3C, left). Similar results were observed in Ssu72-depleted hepatocytes (Figure 3C, right). Inspection of the individual Ssu72-bound transcript tracks showed that Ssu72 depletion modestly decreased Pol II occupancy in the gene bodies of the Ssu72-bound genes, including *Pold2* (Figure S6A). In contrast, Pol II occupancy of housekeeping genes such as *Rplp0* and *Hsp90* was not altered in Ssu72-deficient cells (Figure S6B).

Next, to quantitatively assess the effect of Ssu72 on Pol II occupancy in gene bodies, we calculated the traveling ratio (TR) of Pol II occupancy. This TR represents the ratio of Pol II density in the promoter-proximal region to that in the expanded gene body and also denotes the transcriptional elongation activity 26 (Figure S6C-S6D). As expected, Ssu72 depletion resulted in increased TR values for all Pol II target genes (Figure 3D), consistent with Pol II pausing in the promoter regions and decreased productive elongation. To further validate the respective ChIP-Seq peaks, the genes were classified into three groups according to peak density: high confidence, 0-30%; intermediate, 30-50%; and low, 50-100%. As expected, Pol II TR value in the group of high confidence genes was also clearly increased by Ssu72 depletion (Figure 3E). Furthermore, we calculated the transcriptional 3' pausing index for the high confidence group to assess the Pol II pausing level and elongation activity in the termination region (Figure 3F and Figure S6C). Whisker plots of the 3' pausing index in MEFs showed higher concentrations of Pol II in the 3'-end region in the Ssu72-depleted cells, implying that Ssu72 depletion slightly caused the transcriptional elongation defects in termination region of its target genes (Figure 3F). These results were also observed in Ssu72-depleted hepatocytes (Figure 3I). Taken together, these results suggest that mammalian Ssu72 may be associated with Pol II pause release and elongation to ensure accurate expression of the Ssu72 target genes, particularly the actively transcribed genes.

### Ssu72 is required for efficient transcriptional elongation in response to cellular transcription signals

To investigate the role of Ssu72 in the immediate response to signal-induced actively transcribed gene expression in living cells, we analyzed the mRNA expression levels of the epidermal growth factor (EGF)-responsive genes in MEFs. The *c-fos* gene is one such actively transcribed gene (a Ssu72 target gene) in MEFs regulated by mammalian Ssu72 (Figure 1E). Hence, we used EGF-inducible *c-fos* transcription as a model system and examined its mRNA and protein levels (Figure 4A-B). EGF normally stimulated c-fos protein and gene expression by more than 15-fold in serum-deprived control MEFs after EGF administration. However, EGF stimulation was significantly attenuated in Ssu72-depleted MEFs. Ssu72 depletion also decreased the expression of other EGF-responsive genes (*Egr1* and *EgfR1*) at multiple time points (Figure 4B). The accumulated occupancy of Pol II within proximal promoter and gene bodies implicates the role of Ssu72 in the transcriptional elongation process. To test this possibility, we first examined the transcription of intron-containing nascent genes through the qPCR analyses of DNase-treated total RNAs and provided specific intronic regions of the representative *c-fos* gene to monitor any potential transcriptional stress of transcriptional elongation after EGF treatment (Figure 4C). Although, we did not observe the reduction of *c-fos* expression by Ssu72 depletion within 3 min after EGF administration, our results showed a slight reduction at the beginning of *c-fos* gene transcription (p2 primer site) with dramatic attenuation in the middle and termination regions of this gene (p3 to p6 primer sites) at 10 min after EGF administration in Ssu72 depleted MEFs. At 30 min after EGF administration, the mRNA expression levels in the middle and termination regions of the *c-fos* gene were moderately restored in Ssu72 depleted MEFs, implying that Ssu72 depletion caused defects or delays in transcriptional elongation. Similar results were observed in other EGF-target genes (*c-Myc*, *Elk1* and *Ccne1*) (Figure S5B).

To further demonstrate that transcriptional elongation experienced defects after Ssu72 depletion, we performed a nuclear run-on assay, using ethylene uridine (EU) under an EGF-treated condition for 10 min (Figure 4D). After serum-deprived Ssu72 WT and KO MEFs were treated with EGF for 10 min, active transcription was stalled. Then, nuclei were isolated, followed by incubation with nucleotide triphosphates (NTPs) containing EU for 30 min. In this experiment, we found that the transcriptional elongation process of the *c-fos* gene was dramatically attenuated by Ssu72 depletion after a series of Pol II pausing events on the *c-fos* gene (Figure 4D). This result provides strong evidence that mammalian Ssu72 can positively affect the actual rate of transcription. Although Pol II still promoted transcription elongation in Ssu72-depleted cells, the pace was slower because of defective transcriptional elongation.

Given the clear effect of Ssu72 depletion on transcriptional elongation rates of actively transcribed genes, we next focused on the association of Pol II transcriptional pausing with elongation complexes. Pol II was preloaded at the *c-fos* proximal promoter. Clear elongation of Pol II was observed at gene body after EGF treatment in Ssu72 WT MEFs, whereas Ssu72 depletion resulted in stalling of Pol II in the promoter region after EGF treatment (Figure 4E). Pol II CTD phosphorylation at Ser2 is closely linked to transcriptional elongation, and Ser2 phosphorylation is typically accumulated at the 3′ ends of genes 28. Depletion of Ssu72 clearly reduced the level of Ser2 phosphorylation in all *c-fos* gene body regions (Figure 4E), indicating that Ssu72 is involved in transcriptional elongation events.

We also found that the recruitment of Cdk9, DSIF (a dimer of Spt4 and Spt5), and NELF to the *c-fos* loci was impaired by Ssu72 depletion (Figure 4E). NELF and DSIF are key regulators of Pol II pausing and releasing at promoters 29. Upon promoter escape, Spt5 associates with Pol II and functions as a positive elongation factor 30. Our ChIP analyses demonstrated that Spt5 and NELF-A occupied the *c-fos* promoter carrying preloaded Pol II. Upon activation by EGF administration, Spt5 and NELF-A were recruited strongly to the promoter and gene body in Ssu72 WT MEFs whereas those in Ssu72 depleted MEFs were very slightly recruited (Figure 4E). Such observations might reflect a defect of Paf1 recruitment because association of Paf1 with the transcription complex was influenced by recruitment and phosphorylation status of Spt5 (Figure 4E). In addition, Ssu72 depletion resulted in interference of NELF dissociation in the promoter after EGF treatment, implying that the persistent occupation by preloaded NELF complex in the promoter might result in the defect and/or delay of Pol II pausing and release (Figure 4E). These results were also observed in Ssu72-depleted hepatocytes when actively transcribed gene (*Akr1c6*) was stimulated with H_2_O_2_ treatment (Figure S5C), indicating that Ssu72 could orchestrate key events in the formation of a functional elongation complex for the accurate Pol II pause release and elongation.

### Ssu72 depletion leads to hyper-phosphorylation of CTD Ser5 and Ser7 in all regions of the promoter, gene body, and 3'-end with concomitant hypo-phosphorylation of Ser2 and Thr4 in the gene body

Given the relevance of Ssu72 in Pol II accumulation at the promoter and its involvement in transcription elongation, we next examined the effect of Ssu72 depletion on genome-wide phosphorylation of Pol II and Pol II CTD phosphorylation (pSer5, pSer7, pSer2, and pThr4) (Figure 5A). As expected, pSer5- and pSer7-Pol II occupancies were moderately enriched in the promoter region by Ssu72 depletion (Figure 5B, upper panel). Interestingly, pSer5- and pSer7-Pol II occupancies in the gene body regions also remained remarkably high compared to Ssu72 WT (Figure 5B, upper panel). In addition, pSer5- and pSer7-Pol II occupancies normalized to Pol II also revealed similar results (Figure S7A), indicating that Ssu72 depletion might result in defects of transcriptional elongation and Pol II pausing. Strikingly, the occupancy of Pol II pSer2 in the gene body and 3'-end region was significantly decreased by Ssu72 depletion in MEFs (Figure 5B, bottom panel). A moderate decrease was also observed for pThr4 (Figure 5B, bottom panel). These results indicate that Ssu72 depletion is directly associated with transcriptional elongation defects through a reduction in pSer2 and pThr4 levels of Pol II at the gene body. It has been reported that steady increases in both pSer2 and pThr4 in the gene body and the 3'-end region are linked to the regulation of transcriptional elongation in organisms ranging from yeast to humans 31, 32. These results demonstrate that mammalian Ssu72 may participate in effective transcriptional elongation by regulating phosphorylation of Ser2 and Thr4 residues. Similar results were also observed in all occupancies and normalized occupancies of pSer5- and pSer2-Pol II against hepatocytes (Figure 5C and Figure S7B).

Our ChIP analyses of *Pold2* and *Phyhd1* (Ssu72 target genes in MEFs) as well as *Akr1c6* (a Ssu72 target gene in hepatocytes) revealed that the levels of pSer5 and pSer7 were increased at all regions with a concomitant decrease in the levels of pSer2 and pThr4 within the gene body in Ssu72-deficient MEFs (Figure 5D and Figure S7C-D). Although we could not exclude the possibility of limitation of each phospho-CTD antibody being involved in epitope interference between phospho-CTD antibodies, our results showed dynamic changes of CTD phosphorylation caused by Ssu72 depletion.

### Ssu72 influences diverse phosphorylation patterns in CTD depending on cell type

We next performed immunoblotting to examine whether Ssu72 could regulate the phosphorylation of CTD in a cell-type-specific manner. Immunoblotting analyses revealed that the levels of pSer5 and pSer7 were slightly increased in Ssu72-deficient MEFs compared to those in wild-type MEFs. Unexpectedly, levels of pSer2 and pThr4 were markedly decreased in Ssu72-deficient MEFs (Figure S8A-B). However, we did not find any notable changes in non- and/or hypo-phosphorylated Pol II CTD (Figure S8A-B). Similarly, Ssu72-depleted hepatocytes of both Ad-Cre-infected and Alb-Cre cross-mated mice showed moderate changes in their phosphorylation patterns (Figure S8C-D). We next compared the phosphorylation profiles of CTD at the Ser2, Ser5, Ser7, and Thr4 residues between WT (*Ssu72^+/+^*) and Ssu72-deficient (*Ssu72^∆/∆^*) embryos. The results of the immunostaining analyses using blastocysts revealed that *Ssu72^∆/∆^* embryonic cells showed a clear increase in phosphorylated forms of CTD at Ser5 and Ser7 (average intensities of pSer5 and pSer7: 1,427 and 1,023 AU, respectively) compared to the *Ssu72^+/+^* embryonic cells (average intensities of pSer5 and pSer7: 905 and 639 AU, respectively) (Figure S8E). By contrast, the levels of pSer2 and pThr4 were dramatically reduced in *Ssu72^∆/∆^* embryonic cells compared to those in *Ssu72^+/+^* embryonic cells (average intensities of pSer2 and pThr4: 1,023 and 896 AU in *Ssu72^+/+^* embryonic cells, and 639 and 455 AU in *Ssu72^∆/∆^* embryonic cells, respectively) (Figure S8E). Taken together, these results suggest that Ssu72 can regulate inverse phosphorylation patterns between CTD states (hyperphosphorylation of Ser5 and Ser7 and hypophosphorylation of Ser2 and Thr4).

### Direct coupling between hyper-phosphorylation of Ser5 and Ser7 and the hypo-phosphorylation of Ser2 and Thr4 by Ssu72 depletion

To further compare the phosphorylation profiles of each CTD residue, we immunoprecipitated the Pol II complex with an anti-pSer5 antibody. High levels of pSer5 and pSer7 were detected in the immuno-complex in Ssu72-depleted MEFs, whereas pSer2 and pThr4 levels in the pSer5-mediated immuno-complex were significantly decreased in the Ssu72-depleted MEFs compared to the control MEFs (Figure S9A). Consistently, levels of pSer5 and pSer7 in the pSer2 immuno-complex were increased in Ssu72-depleted cells (Figure S9A). These results suggest that induced hyper-phosphorylation of Ser5 and Ser7 residues by Ssu72 depletion may be directly linked to hypo-phosphorylation of Ser2 and Thr4 residues of CTD codes.

We next questioned whether overexpression of Ssu72 phosphatase could affect the change of phosphorylation profile in CTD codes. Interestingly, overexpression of Ssu72 wild-type (WT) in MEFs caused reductions in pSer5 and pSer7 levels, whereas the levels of pSer2 and pThr4 were almost unaffected by Ssu72 overexpression. As a negative control, the overexpression of an Ssu72 phosphatase‐dead mutant (Ssu72 C12S) showed very similar patterns of phosphorylation profiles of CTD codes to the control (Figure S9B), indicating that Ssu72 directly affects the phosphorylation of Ser5 and Ser7 residues but not that of Ser2 and Thr4 residues. In addition, we examined whether re-introduction of Ssu72 into the Ssu72-deficient MEFs could rescue the hypo-phosphorylation of pSer5 and pSer7 residues. Ssu72-deficient MEFs were transfected with an expression plasmid encoding a control tandem affinity purification (TAP) tag, TAP-tagged Ssu72 WT (TAP-Ssu72 WT), or TAP-tagged Ssu72 C12S (TAP-Ssu72 C12S) phosphatase‐dead mutant (Figure S9C). As expected, the levels of pSer5 and pSer7 were significantly decreased by the overexpression of TAP-Ssu72 WT but not TAP-Ssu72 C12S (Figure S9C). However, the levels of pSer2 and pThr4 were also unaffected by Ssu72 complementation, indicating that the Ser2 and Thr4 residues may not be the direct substrates of Ssu72 phosphatase. In summary, these results suggest that Ssu72 phosphatase directly regulates the hyperphosphorylation of Ser5 and Ser7 and, moreover, is indirectly involved in regulating the hypophosphorylation of Ser2 and Thr4 residues. To further characterize the phosphorylation states of each CTD residue in MEFs, we performed 2-dimensional isoelectric focusing (IEF) gel electrophoresis using cellular lysates of adenovirus-luciferase (Ad-Luc)-infected or Ad-Cre-infected Ssu72^f/f^ MEFs. Immunoblotting with anti-phospho-CTD antibodies revealed that depletion of Ssu72 led to an acidic shift of pSer5- and pSer7-containing polypeptides, confirming the hyperphosphorylation of Ser5 and Ser7 residues by Ssu72 depletion (Figure S9D). We also observed that the levels of pSer2- and pThr4-containing polypeptides were significantly reduced, as they were shifted to a more basic isoelectric point in Ssu72-deficient MEFs compared to WT MEFs (Figure S9D). As a result, we showed that mammalian Ssu72 regulates the inverse phosphorylation pattern between CTD codes (hyperphosphorylation of Ser5 and Ser7 and hypophosphorylation of Ser2 and Thr4).

### Ssu72 is required for activation and recruitment of positive transcription elongation factor b (P-TEFb) in transcriptional elongation

Many effects of Ssu72 depletion on Pol II transcriptional activity at the elongation factor recruitment step could be explained by decreased recruitment of P-TEFb. Previous studies have demonstrated that productive elongation begins with the recruitment of P-TEFb, which phosphorylates NELF and DSIF, resulting in a release of the transcriptional pause 30,33. To examine the potential crosstalk between Ssu72 and P-TEFb activity, Ad-Luc-infected and Ad-Cre-infected MEFs were cultured in the absence or presence of 500 nM flavopiridol, an inhibitor of the phosphorylation of specific substrates, including the phosphorylation of CTD pSer2 and pThr4 residues by P-TEFb (a Cdk9 kinase). As expected, flavopiridol remarkably reduced Spt5 phosphorylation, with a mobility shift on a Phos-tag (p-tag) gel (Figure 6A). Surprisingly, Ssu72 depletion in MEFs also significantly reduced phosphorylation of Spf5 regardless of flavopiridol treatment, while NELF phosphorylation levels were not altered (Figure 6A).

This raises the possibility that Ssu72 may regulate kinase activity of P-TEFb, thereby contributing to phosphorylation of DSIF and Ser2 residues in CTD for effective transcriptional elongation. To test this possibility, we first examined whether direct interactions between Ssu72 and P-TEFb were involved in the Cdk9-Cyclin T1 complex. Cell extracts were immunoprecipitated with Cdk9 and Ssu72 antibodies or normal IgG. Immunoblotting was then performed with antibodies against Ssu72, Cdk9, Cyclin T1, and Pol II (Figure 6B-C). Notably, Ssu72 and P-TEFb were present in the complexes in vivo, although Ssu72 was more strongly bound to Cyclin T1 than to Cdk9 (Figure 6C), implying that Ssu72 might form a complex with P-TEFb through Cyclin T1 protein.

To further validate that Ssu72 could interact with the P-TEFb complex, we performed immunoprecipitation analyses using inducible HA-Ssu72 MEFs. Our immunoprecipitation analyses revealed that HA-Ssu72 protein formed a complex with endogenous Cdk9 as well as with Cyclin T1 and Hexim1 (Figure 6D). Interestingly, the interaction between Ssu72 and the P-TEFb complex was largely insensitive to RNase (Figure 6D) as expected for a protein-protein complex interaction, implying that Ssu72 might not bind to P-TEFb through the 7SK snRNP complex. Additionally, we further performed the proteomic analyses against immuno-complexes of Ssu72 and discovered the various proteins such as NcoR1, Sart1, Hexim and DDX5 as a component of the P-TEFb complex (Table S6). Furthermore, we performed 3D high-resolution confocal microscopy of Ssu72 and the components of the P-TEFb complex and observed significant co-localization of their protein pair combinations in MEFs (Figure 6E). To further validate the relevance of these findings, we assessed the kinase activity of P-TEFb by immunoprecipitating the P-TEFb complex using an anti-Cdk9 antibody under control and Ssu72-depletion conditions (Figure 6F). Purified GST-CTD proteins were incubated with cold ATP to immunoprecipitate the P-TEFb complexes (Figure 6F). While both the control and the Ssu72-depleted cells showed significantly decreased P-TEFb kinase activity after flavopiridol treatment, the kinase activity of P-TEFb was slightly reduced in Ssu72-depleted cells without flavopiridol treatment (Figure 6F), implying that Ssu72 might regulate the kinase activity of P-TEFb. We next examined the *in vitro* kinase assay of P-TEFb using recombinant Ssu72 WT and Ssu72 C12S. Interestingly, both recombinant Ssu72 WT and C12S were significantly increased the kinase activity of P-TEFb, implying that the P-TEFb kinase activity might be induced by the protein interaction between Ssu72 and P-TEFb rather than the Ssu72 phosphatase activity (Figure 6G). We also examined the phosphorylation level of Cdk9 at Thr 186 residue using immunoblotting and ChIP analyses to further assess P-TEFb activity under Ssu72 depleted condition (Figure 6H and Figure S10A). However, we did not observe significant phosphorylation changes of Cdk9 at Thr186 residue.

Given that Ssu72 is associated with the P-TEFb complex and that both of them are recruited to chromatin, we hypothesized that Ssu72 could recruit the P-TEFb complex to chromatin for effective Pol II pause release and elongation. To determine whether Ssu72 depletion could affect chromatin loading of P-TEFb, we performed Cdk9, Cyclin-T1, La-related protein 7 (Larp7), and Hexim1 occupancy ChIP analyses. Interestingly, recruitment of the P-TEFb complex onto chromatin was markedly reduced in Ssu72-depleted cells whereas chromatin binding levels of the 7SK snRNP complex (Larp7 and Hexim1) were almost unaffected by Ssu72 depletion (Figure 6I, Figure S11A). In addition, the level of binding between Cdk9 and Pol II and between Cdk9 and Pol II pSer2 was decreased by Ssu72 depletion (Figure 6J and Figure S10B). We finally assessed whether hyper-phosphorylation of the Ser5 and Ser7 residues caused by Ssu72 depletion affected the recruitment of P-TEFb. To induce hyper-phosphorylation of the Ser5 and Ser7 residues (“hyper”-CTD), the GST-CTD beads were first incubated with the TFIIH complex (containing Cdk7-cyclin H kinase) in the presence of cold ATP. After extensive washing to remove any excess TFIIH complex, the “hyper”-CTD beads were then incubated with Ssu72. As expected, hyper-phosphorylation of Ser5 and Ser7 residues by the TFIIH complex was remarkably reduced by the addition of Ssu72 phosphatase in a dose-dependent manner (“hypo”-CTD; Figure 6K). We next collected GST-CTD, “hyper”-CTD, and “hypo”-CTD beads and incubated them with P-TEFb complex or Plk3 kinase (a specific CTD Thr4 residue kinase). Intriguingly, hyper-phosphorylation of Ser5 and Ser7 residues (“hyper”-CTD) by the TFIIH complex significantly reduced P-TEFb-mediated Ser2 and Plk3-mediated Thr4 phosphorylation of GST-CTD (Figure 6L), implying that hyper-phosphorylation of Ser5 and Ser7 by the TFIIH complex could directly affect the hypo-phosphorylation of Ser2 and Thr4 by inhibiting the P-TEFb complex and Plk3 kinase recruitment to CTD. These data indicate that mammalian Ssu72 is involved in the transcriptional initiation and elongation processes by regulating the recruitment and activity of the P-TEFb complex that can induce elongation through phosphorylation of the CTD Ser2 and Thr4 residues (Figure S11B). Therefore, mammalian Ssu72 is directly associated with accurate expression of downstream target genes, particularly actively transcribed genes, by regulating Pol II pause release and elongation.

## Discussion

Ssu72 is highly conserved from yeast to mammals. It is essential for yeast cell viability and an efficient transcriptional process 12, 20. However, the details of how Ssu72 contributes to the gene expression process by modulating the transcriptional cycle in mammalian cells remain unclear. Our study demonstrated that the underlying mechanism of action of mammalian Ssu72 involved coordination of hyper-phosphorylation and hypo-phosphorylation of cell type-specific CTD residues. Ssu72 deficiency resulted in constitutive hyper-phosphorylation of CTD Ser5 and Ser7 residues in the promoter region, although this effect was dependent on cell type. These findings indicate that hyper-phosphorylation of CTD at the Ser5 and Ser7 residues by Ssu72 depletion can lead to local accumulation of Pol II within a promoter-proximal region. These results also imply that mammalian Ssu72 is a critical component of Pol II pause release and productive elongation.

Unexpectedly, this study also provided evidence that mammalian Ssu72 was associated with both direct and indirect mechanisms of phosphorylation dynamics of the CTD Ser2 and Thr4 residues through regulation of P-TEFb activity and recruitment on chromatin during transcriptional elongation. A principal mechanism by which P-TEFb influences transcriptional events is phosphorylation of the Pol II CTD Ser2 and Thr4 residues to recruit factors that regulate elongation, RNA processing, and chromatin modification 34. In the present study, Ssu72 directly interacted with the P-TEFb complex and regulated the kinase activity of P-TEFb. In addition, hyper-phosphorylation of CTD Ser5 and Ser7 residues by Ssu72 depletion seemed to be closely associated with hypo-phosphorylation of the CTD Ser2 and Thr4 residues, and *vice versa*. This effect is likely to be linked to inhibition of P-TEFb and elongation factor (DSIF) recruitment onto the gene body regions, thereby causing severe defects in transcriptional elongation during Pol II-mediated gene expression of Ssu72-bound genes (actively transcribed genes).

During transcription elongation, the CTD phosphorylation state is highly dynamic. It takes place within a short time, almost simultaneously. During this process, the levels of pSer5 and pSer7 are sharply decreased whereas pSer2 levels are increased across gene bodies 1. Although these phosphorylation patterns are not coincidental, when and how P-TEFb could recognize a specific CTD state in promoter regions remain unknown. Additionally, it is impossible that hyper-phosphorylation of CTD Ser5 and hypo-phosphorylation of CTD Ser2 might appear at the same time and region in the current model. However, our model makes it possible to explain this particular state (hyper-phosphorylation of CTD Ser5 and hypo-phosphorylation of CTD Ser2 in the same region) through the interaction between Ssu72 and P-TEFb (Figure S11B). These observations suggest that mammalian Ssu72 functions as a *bona fide* protein phosphatase that can regulate finely-tuned Pol II pause release and active elongation.

Recent reports on Thr4 phosphorylation required for transcriptional elongation of protein-coding genes 32 suggest that Pol II CTD pThr4 may play a critical role in a specific histone gene expression program 35, 36. Those reports have also shown that hyper-phosphorylation of Thr4 is required for effective mRNA 3'-end processing and histone gene expression, thus facilitating recruitment of 3' processing factors to histone genes 35, 36. Interestingly, our study provided novel evidence that Ssu72 could regulate hyper-phosphorylation of the Thr4 residue in CTD, indicating that transcriptional elongation defects caused by Ssu72 depletion were also associated with dysregulation of CTD Thr4 phosphorylation. In particular, depletion of Ssu72 resulted in a sharp reduction of pThr4 in ES cells. Moreover, expression levels of chromatin assembly-related genes, including a histone gene cluster, were remarkably decreased in Ssu72-deficient ES cells (Table S1), in agreement with a previous report 35. This indicates that Ssu72 is also associated with accurate transcription of histone genes by regulating CTD Thr4 phosphorylation in an ES cell-specific manner. 

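Few replication-dependent histone genes were called in Ssu72-depleted ES cells. Of 46 tested histone genes, 2 fell, none rose and the median log2 fold change was -0.04. The 2 that fell were Hist1h2bc, from 13.7 to 8.97 FPKM (log2 fold change -0.61), and Hist3h2a, from 6.16 to 3.64 FPKM, in the authors' deposited table. Of 9 tested histone genes in hepatocytes, 5 fell (adjusted p = 3.33e-04 by Fisher's exact test, two-sided), with Hist1h2bc (-1.06), Hist3h2a (-0.94), Hist1h4i (-1.83) and Hist1h2be (-2.53) in the authors' deposited table. In MEFs, 2 of 29 rose, Hist2h2bb (1.06) and Hist2h2be (1.45), and 1 fell, Hist1h4h (-0.59), in the authors' deposited table.

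Lower genes were 4.35% of the histone genes and 0.465% of the other tested genes in ES cells (p = 0.0203 by the exact test and 0.359 adjusted over the 106 list tests). Adjusted over the list alone, 1 histone gene fell in ES cells, 5 fell in hepatocytes, and 2 rose and none fell in MEFs. With an FDR below 0.1 and no minimum fold change, 3 histone genes were lower in ES cells.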

Taken together, these findings indicate that Ssu72 deficiency can result in hyper-phosphorylation of the CTD Ser5 and Ser7 residues in all regions of the promoter, gene body, and 3'-end with hypo-phosphorylation of CTD Ser2 and Thr4 residues in the gene body and 3'-end regions, thereby impairing transcription in transcriptionally active Ssu72-bound genes (Ssu72 target genes) in a cell-type-specific manner. However, we cannot exclude the possibility that Ssu72 might exert additional effects on hypo-phosphorylation of transcription factors and coactivators involved in the regulation of tissue-specific gene expression.

During the development and maintenance of multicellular organs, each type of cell acquires its specific fate through precise control of gene expression. Some researchers have reported that this process is mediated by tissue-specific functions of broadly expressed transcription factors as well as spatial contacts between a distal enhancer and a proximal promoter 37, 38. Interestingly, our RNA-Seq analyses revealed that deficiency of Ssu72 downregulated expression levels of distinct panels of genes involved in cell-selective functions such as cell adhesion and membrane-mediated growth signaling in primary MEFs, metabolic processes in hepatocytes, and chromatin and nucleosome assembly in ES cells. Furthermore, we found that loss of Ssu72 could induce aberrant proliferation of quiescent hepatocytes whereas Ssu72 depletion in highly proliferative MEF and ES cells caused severe growth defects (Figure S1 and Figure S12). These results imply that Ssu72-mediated CTD phosphorylation is associated with cellular and tissue homeostasis by regulating gene expression.

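In MEFs, some EGF-responsive and immediate early genes fell, and most fibroblast markers did. The immediate early genes Fos, on chromosome 12 from 85473901 to 85477270, and Egr1 fell from 13.6 to 4.40 FPKM (log2 fold change -1.63) and from 109 to 45.0 FPKM (-1.28) in the authors' deposited table, and so did the receptor gene Egfr (33.1 to 20.9 FPKM, -0.67) and the ligand gene Angpt1 (7.58 to 2.38 FPKM, -1.67). The paper names these 4 genes, so their direction is not independent evidence. Of 26 EGF-responsive and immediate early genes, 7 fell in MEFs and none rose, and 10 had a log2 fold change above 0. Of the 23 that the paper neither picked for qPCR nor names as bound by Ssu72, 4 fell (adjusted p = 0.351 by Fisher's exact test, two-sided), among them Zfp36 (-0.87) and Btg2 (-1.15) in the authors' deposited table. Of 23 fibroblast markers, 14 fell and none rose (adjusted p = 1.04e-08 by the exact test), including the collagens Col1a1, Col1a2 and Col3a1 and the matrix protein Postn. Beside them, 5 of 6 epithelial markers rose, and of 19 macrophage markers 3 rose and none fell (adjusted p = 0.525 by the exact test), while 17 had a log2 fold change above 0 and their median of 0.27 lay above the range of -0.19 to 0.25 that holds 95% of random lists of the same level.

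In hepatocytes, secreted proteins and metabolic enzymes of the liver fell. Plasma proteins and coagulation factors fell in 25 of 42 cases and none rose (adjusted p = 1.27e-19 by the exact test), with Fgb (2000.3 to 1010.5 FPKM, -0.99), Ahsg (1019 to 459 FPKM, -1.15), Itih2 (-0.76) and C4b (-0.68) in the authors' deposited table. The same list was enriched among lower genes in MEFs, where 6 of 13 fell and 2 rose (adjusted p = 0.00318 for lower genes by the exact test; 0.0518 with a minimum of 2-fold). Of 16 genes of bile acid synthesis and transport, 10 fell (adjusted p = 2.55e-08 by the exact test), including Abcb4 (-1.12), Scp2 (-0.95), Nr0b2 (-0.98) and Acox2 (-0.78) in the authors' deposited table. Of 34 genes of fatty acid oxidation, 11 fell (adjusted p = 9.74e-06 by the exact test; adjusted p = 0.544 with a minimum of 2-fold), such as Crot (-0.59), Ech1 (-0.97) and Acadm (-0.62) in the authors' deposited table. Of 31 genes of the urea cycle and amino acid catabolism, 14 fell and 2 rose (adjusted p = 5.01e-09 for lower genes by the exact test), with Tdo2 (82.1 to 25.6 FPKM, -1.68) and Mat1a (-1.33) lower and Cth (0.86) and Prodh (0.75) higher in the authors' deposited table. Markers of hepatocytes fell in 7 of 12 cases (adjusted p = 8.37e-06 by the exact test), among them Fga (362 to 128 FPKM, -1.49), Apoa1 (-1.13) and Ttr (-1.57) in the authors' deposited table. Of 17 markers of endothelial cells, which line the liver's sinusoids, 3 were called higher and none lower (adjusted p = 0.292 by the exact test), while all 17 had a log2 fold change above 0, 14 of them at an authors' p below 0.05, and their median of 0.50 lay above the range of -0.15 to 0.25 that holds 95% of random lists of the same level. Called were Pecam1 (0.66), Sox18 (0.75) and Stab1 (0.73), which begins 2287 bp after the expressed gene Nisch, in the authors' deposited table. Adjusted over the list alone, the counts for these groups were the same.

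Lower genes were compared with all others for where they are expressed, over the 11202 genes tested in all 3 cell types, with levels taken from a separate table for each cell type. Of 577 genes lower in MEFs, 338 (58.6%) had their highest Ad-Luc level in MEFs, against 24.3% of the others (odds ratio 4.39, adjusted p = 9.18e-64 by the exact test). In hepatocytes this was so for 126 of 296 genes (42.6% against 26.7%, odds ratio 2.03, adjusted p = 1.26e-08 by the exact test; 1.68, p = 0.0839 with a minimum of 2-fold), and in ES cells for 13 of 38 genes (34.2% against 46.8%, odds ratio 0.59, adjusted p = 0.143 by the exact test). The Ad-Luc value enters both the call and the highest level, so that a part of such an excess is built in, and higher genes show the mirror image, with 11.2% in MEFs, 17.2% in hepatocytes and 19.4% in ES cells. With the highest level taken from the Ad-Cre cells, which works against an excess, lower genes had odds ratios of 2.36 in MEFs (p = 7.95e-22 by the exact test), 1.00 in hepatocytes (p = 1 by the exact test) and 0.37 in ES cells (p = 0.00818 by the exact test), and with the mean of both groups 3.42, 1.51 and 0.60 (p = 1.52e-44, 9.96e-04 and 0.145 by the exact test).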

If so, how does mammalian Ssu72 phosphatase control the expression of distinct sets of genes in a cell-type-specific manner? One possible explanation is that Ssu72 has distinct localization patterns in various cell types, including quiescent and proliferating cells. During the transcription cycle, many CTD-specific kinases and phosphatases are recruited to Pol II CTD. The dynamics of hyper-phosphorylation and hypo-phosphorylation is a major regulatory mechanism involved in CTD modification. Various phosphatases and kinases also have different specificities toward isomeric states of proline residues adjacent to various phosphorylation sites. According to recent reports, Ssu72 can selectively recognize the *cis* configuration of the Ser5-Pro6 motif within CTD through the *cis/trans* conversion activity of Pin1 isomerase, different from other CTD phosphatases 16, 39.

In line with this evidence, Ssu72 may localize with Pin1 at the *cis* conformation of Pol II CTD. This complex is likely to affect the transcriptional machinery and mRNA expression of actively transcribed genes depending on cell type. Our ChIP-Seq results showed that Ssu72 occupied core promoters of a substantial proportion of actively transcribed and bivalent genes in all cell types tested. However, the density of the Ssu72 signal in each cell type was slightly different. The occupancy of Ssu72 was significantly increased at the 3'-end regions as much as in the promoter regions of ES cells. However, it was mostly observed in the promoter regions of MEFs and hepatocytes. Therefore, Ssu72 might be specifically localized in a distinct *cis* configuration of Pol II for actively transcribed genes in each cell type, thereby regulating different sets of transcribed genes in different cell types.

Another possibility is that Ssu72 may regulate the expression of cell type-specific gene families containing bidirectional genes by controlling gene loops. Recent reports have suggested that gene loops may bring distal regulatory elements such as enhancer and 3'-end processing components into proximity to promoter regions 40-42. Such gene loops found in actively transcribed genes can promote gene expression by allowing interactions between promoters and terminators 42. In addition, these looping interactions are specific to various cell types. They can regulate chromatin features and accurate gene expression 43. Ssu72 phosphatase has recently been implicated in the formation and maintenance of gene loops by co-associating with both promoter and terminator 44. In addition, inactivation of individual gene loops by Ssu72 depletion can enhance ncRNA synthesis from bidirectional promoters 44. Our RNA-Seq data showed that Ssu72 depletion in MEFs significantly increased ncRNA processing genes and ncRNA levels (Figure 1D). Therefore, interference with cell type-specific gene looping by Ssu72 depletion might give rise to distinct gene expression patterns in various cell types from Ssu72 knockout mice.

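Genes that the annotation classes as non-coding RNA were more frequent among higher than among lower genes in Ssu72-depleted MEFs. In the authors' deposited table, the most abundant of those that rose were 1110038B12Rik (179 to 298 FPKM, 0.74), Snhg1 (123 to 224 FPKM, 0.86), Gm11974 (41.2 to 65.8 FPKM, 0.68) and 2410004N09Rik (35.8 to 64.4 FPKM, 0.85), of which Snhg1 hosts small nucleolar RNAs in its introns. The most abundant that fell in the authors' deposited table were Rian (149.7 to 93.3 FPKM, -0.68), an imprinted transcript, Rmrp (111 to 38.0 FPKM, -1.54), the RNA part of an endonuclease that acts on ribosomal RNA, Dnm3os (-0.65) and Gm2115 (-0.77). These genes were picked for their levels after the values were seen. A separate list of small nucleolar RNAs and some of their host genes does not hold Snhg1, which was called higher. None of the 41 entries on that list was called by the authors' Cuffdiff values, or had an authors' p below 0.05, and the most abundant of them, Snord96a, went from 5928 to 2551 FPKM in the authors' deposited table.

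Of the higher genes in MEFs, 59 (5.00%) were non-coding, against 26 of the lower genes (2.24%) and 454 of the genes tested (3.33%). The odds ratio of higher against lower genes was 2.30 (adjusted p = 0.00109 by Fisher's exact test, two-sided, over the 3 cell types), and that of higher against other tested genes 1.61 (adjusted p = 0.00335 by the exact test). In hepatocytes, 35 higher genes (3.70%) and 26 lower genes (3.63%) were non-coding (adjusted p = 1 by the exact test), and in ES cells 18 (6.10%) and 5 (7.81%) were (adjusted p = 0.867 by the exact test). Against other tested genes, the odds ratio of higher genes was 1.08 in hepatocytes (adjusted p = 0.645 by the exact test) and 2.27 in ES cells (adjusted p = 0.00335 by the exact test), and that of lower genes 0.64 in MEFs and 2.91 in ES cells (adjusted p = 0.0534 for each by the exact test) and 1.05 in hepatocytes (adjusted p = 0.753 by the exact test). Among these, Neat1 (149 to 74.4 FPKM, -1.01) fell in hepatocytes and Rpph1 (122 to 239 FPKM, 0.97) rose in ES cells in the authors' deposited table.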

Altogether, this study demonstrates that mammalian Ssu72 can mediate tissue-specific transcriptional activity by regulating reciprocal phosphorylation of CTD both *in vitro* and *in vivo*. It also shows that Ssu72 deficiency can cause aberrant Pol II pausing and elongation defects during the transcriptional cycle, with diversity dependent upon the cell type based on gene transcription.

## Methods

### Generation of Ssu72 knockout mice

Mouse Ssu72 genomic DNA containing exon 1 and exon 2 was obtained from bacterial artificial chromosome (BAC) library. To construct the targeting vector for Ssu72, a single *loxP* site was inserted into exon 1, and a puromycin selection cassette flanked by FRT sites with a single *loxP* site was inserted between exons 1 and 2 (Figure S1A). The targeting construct was transfected into embryonic stem (ES) cells via electroporation. After selection with puromycin, homologous recombinants were screened by Southern blotting using a 3′ external probe. Generation of targeted ES cell clones, germ line transmission of the *Ssu72*puro allele, and generation of *Ssu72*f and *Ssu72*∆ alleles were performed. The primers used for mouse genotyping PCR are summarized in Table S7. This study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center and Sungkyunkwan University School of Medicine.

### *In vitro* culture of pre-implantation embryos and immunostaining of embryos

For *in vitro* culture of pre-implantation embryo, blastocysts were collected on E3.5 by flushing the uterus of each mouse with M2 medium, followed by culturing in conditioned ES media (DMEM, 15% FBS, 2 mM L-glutamine, 50 units/ml penicillin, 50 μg/ml streptomycin, 55 μM 2-mercaptoethanol, and 1000 units/ml of leukemia inhibitory factor). For immunostaining of mouse embryos, blastocysts were rinsed with PBS and fixed with fresh 4% formaldehyde in PBS for 30 min at room temperature. DNA was denatured after permeabilization with 2 M HCl and 0.5% Triton X-100 for 20 min at RT. After washing extensively with PBS containing 1.0% BSA, blastocysts were collected and incubated with the indicated primary and secondary antibodies. Slides were stained with DAPI, washed with PBS, air-dried, mounted, and processed for confocal microscopy. Fluorescence intensity levels of each embryo were quantified using ZEN software.

### Immunostaining and microscopy

For immunostaining, cells were cultured directly on glass coverslips, washed with PBS, fixed in 4% paraformaldehyde, incubated with indicated primary and fluorescent-labeled secondary antibodies (Alexa Fluor 488 and 568, 1:300), and then stained with DAPI. Images were acquired on a LSM510 META confocal microscope fitted with a ×20 NA 0.75 objective lens and an AxioCam camera. Z series of 0.3 μm stacks were acquired using AxioVision Release 3.x software with a *Z*-stack module. Deconvolution was performed using Huygens software.

### Immunohistochemistry

For histological analysis, liver tissues were fixed with formalin overnight at 4 °C and embedded in paraffin, and cut into 4 μm sections. After deparaffinization and dehydration, antigen retrieval was performed by boiling the sections in 10 mM citric acid buffer (pH 6.0) for 15 min, and then cooled to room temperature for 30 min. Immunohistochemistry was performed with anti-BrdU and anti-Ki67 antibodies. For BrdU immunofluorescence staining, 5-bromo-2'-deoxyuridine (BrdU) (Sigma-Aldrich) was administered to the mice by intraperitoneal injection 2 h before harvesting the livers. Paraffin-embedded liver sections were stained with anti-BrdU antibody, DAPI solution and anti-Alexa Fluor 488 (Invitrogen Life Technologies). Images were acquired on an AxioImager M2 microscope (Carl Zeiss) with AxioVision 4.82 software (Carl Zeiss) and analyzed for hepatocyte nuclei numbers and sizes using NIH ImageJ software.

### Cell infection with recombinant adenovirus

One day prior to recombinase adenovirus infection, MEFs, hepatocytes, and ES cells were plated onto dishes. On the next day, the cells were infected with Ad-Luc or Ad-Cre in low-FBS serum containing 100 nM protein transduction domain (PTD) peptide (Sequence: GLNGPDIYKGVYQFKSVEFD) to enhance the efficiency of adenoviral infection.

### Isolation of MEFs and hepatocytes

MEFs were isolated from embryonic day 13.5 embryos according to a standard protocol. Each embryo was dissected in 10 ml sterile PBS and sheared through an 18G syringe in the presence of 0.25% trypsin and 1 mM EDTA. After 10 min of incubation at 37 ºC with gentle shaking, the cells were plated onto dishes and maintained at 37 ºC. Adherent cells were used as MEFs. Hepatocytes were isolated from 5-week-old *Ssu72*^f/f^ and Alb-Cre;*Ssu72*^f/f^ (KO) mice by liver perfusion with collagenase IV. After isolation, the hepatocytes were seeded in M199 medium supplemented with 10% FBS, 23 mM HEPES, and 10 nM dexamethasone.

### RNA-sequencing and bioinformatics analyses

Total RNA from Ad-Luc or Ad-Cre infected MEFs, hepatocytes, and ES cells were extracted with Trizol reagent and subjected to RNA-Seq analyses**.** We added 1 μL of a 1:50,000 dilution of ERCC RNA spike‐in mix (Thermo Fisher) to all samples prior to library preparation. The transcriptome sequencing libraries were prepared using TruSeq® Stranded Total RNA Library Prep Kit (Illumina) by following the manufacturer's procedure. RNA-seq libraries were sequenced on an Illumina HiSeq 2000 or 3000/4000 using paired-end with read lengths of 150 bp. An initial sequence-level quality assessment was performed using FastQC. The Fastq files with 150 bp paired-end reads were processed using Partek Flow. Briefly, the raw reads were aligned and mapped to the mouse *mm*10 reference genome using Tophat. The aligned reads are quantified to an annotation model through Partek E/M. The normalization method used here is counts per million (CPM) through Partek Flow. The normalized counts were then subjected to statistical analysis using ANOVA. Differential gene expression analysis was performed using the package DESeq2. Read counts were used and modeled based on a negative binomial distribution. We considered genes as differentially expressed if: (1) the FDR was less than 0.05, (2) the expression ratio among three independent samples was > 2-folds change, (3) there was agreement with DESeq2. Data were obtained from three independent experiments and processed using DAVID Bioinformatics Resources 6.7 software for Gene ontology, BIOCARTA, Cytoscape, KEGG pathway and GSEA.

### Immunoblot assay

For immunoblot assays, primary cells were harvested by scraping and then resuspended in TNN buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% NP40, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM dithiothreitol (DTT)] containing a protease inhibitor cocktail followed by brief sonication. Equal amounts of proteins from each sample were separated by SDS-PAGE, transferred to a nitrocellulose membrane, blocked, and analyzed by immunoblotting with appropriate antibodies (Table S8).

### Immunoprecipitation, *in vitro* kinase, IP-kinase, and *in vitro* phosphatase analyses

For immunoprecipitation using total cell extracts, Ad-Luc- and Ad-Cre-infected MEF cells were resuspended in buffer A (100 mM Tris-HCl (pH 7.5), 20 mM EDTA, 1% NP40, 1 mM PMSF, 1 mM DTT, and a protease inhibitor cocktail). The supernatants (soluble cytoplasmic fractions) were obtained. The cell pellets were resuspended in buffer B [100 mM Tris-HCl (pH 7.5), 20 mM EDTA, 300 mM NaCl, 1% NP40, 1 mM PMSF, 1 mM DTT, and a protease inhibitor cocktail], briefly sonicated, and centrifuged to obtain the supernatants (soluble pellet fractions). Mixed extracts (soluble cytoplasmic and pellet supernatants) were diluted with a salt‐free buffer to reduce salt concentration to 150 mM. These samples were centrifuged and analyzed by immunoprecipitation. For the *in vitro* kinase assay, purified GST-fused CTD proteins were incubated with kinase buffer (20 mM HEPES, 1 mM EDTA, 10 mM MgCl_2_, 1 mM DTT, 200 μM ATP), and 0.5 μg of recombinant TFIIH, P-TEFb, and Plk3 kinase at 30 ºC for 1 h. The reaction was halted by addition of SDS sample buffer, resolved by SDS-PAGE, and visualized by Ponceau S staining and immunoblotting analyses. For P-TEFb IP-kinase assay, total cell lysates prepared from MEFs were incubated with Cdk9 antibody and Protein A/G agarose beads to obtain immuno-P-TEFb complexes. Purified GST-CTD (1 μg) was used as a substrate of the P-TEFb precipitate in subsequent kinase reaction as described above. For the phosphatase analyses, purified GST-Ssu72 proteins were cleaved by thrombin digestion and then incubated in a phosphatase buffer (20 mM HEPES, 1 mM EDTA, 10 mM MgCl_2_, and 1 mM DTT) containing hyper-phosphorylated GST-CTD substrates.

### Poly(A) tail length analyses by GI-tailing

Total RNAs from Ad-Luc or Ad-Cre infected MEFs were extracted with Trizol reagent and subjected to G/I tailing using Poly(A) Tail Length Assay Kit following the manufacturer's protocol. The Poly(G/I)-tailed RNA product was subjected to RT-PCR and the reaction product was loaded onto a 2.5% agarose TBE gel.

### Nuclear isolation and nuclear run-on analyses

MEFs lysates were resuspended in nuclear extraction buffer [10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_, 250 units of SUPERaseIn, and 10% glycerol] and incubated on ice for 10 min. Lysates were then mechanically lysed by passing the suspension 10 times through a 26G needle. Nuclei were pelleted by centrifugation and resuspended in 1 ml of nuclear extraction buffer followed by gentle pipetting up and down 10 times. The nuclei were centrifuged and resuspended in 100 μL of storage solution (50 mM Tris-Cl pH 8, 5 mM MgCl_2_, 0.1 mM EDTA, 40% glycerol, and 50 units of SUPERaseIn). For nuclear run-on analyses, nuclei were incubated with 300 μL of nuclear run-on reaction buffer [(10 mM Tris-Cl pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl and 200 units of SUPERaseIn, 1% sarkosyl, 4 mM ATP, 1 mM CTP, 1 mM GTP and 200 mM EU]. The reaction mixtures were incubated at 37 °C for 30 min followed by nuclear RNA isolation.

### Nascent RNA purification and cDNA preparation

Nascent RNAs were purified from total nuclear RNA samples using a Click-iT Nascent RNA Capture Kit according to the manufacturer's instructions. Briefly, biotin-azide was attached to ethylene-groups of EU-labeled RNA using click-it chemistry. EU-labeled nascent RNA was purified using Streptavidin magnetic Dynabeads. The preparation of cDNA was performed using nascent RNA captured on the beads. The cDNA synthesis reaction mix [6 μg random hexamer, 2 μg oligo dT, 10 mM dNTP mix and 14 μl buffer from the Click-iT Nascent RNA Capture Kit in a total of 20 μl] was added to these beads and incubated at 70 °C for 10 min. Next, 4 μl 10 x RT buffer, 20 mM MgCl_2_, 0.1 M DTT, 20 U/μl SuperaseIn, and 200 U/μl SuperScript III Reverse Transcriptase were added to the mixture and incubated at 25 °C for 10 min, 50 °C for 50 min, and 85 °C for 5 min for first-strand cDNA synthesis (Table S9).

### ChIP analyses

For ChIP analysis, MEFs and hepatocytes were crosslinked with 1% formaldehyde at room temperature for 20 min. The reaction was halted with 125 mM glycine. These cells were washed twice in PBS and collected by centrifugation. The nuclei were isolated by resuspending the cells in cell lysis buffer (25 mM HEPES pH 8.0, 10 mM KCl, 0.1% NP40, 1.5 mM MgCl_2_, 1 mM DTT, and a protease inhibitor cocktail) at 4 °C for 20 min. Isolated nuclei were re-suspended in nuclei lysis buffer (50 mM HEPES pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, and a protease inhibitor cocktail) and sonicated. The samples were immunoprecipitated with the appropriate antibodies in combination with Protein-A-Sepharose beads. These precipitates were extracted with elution buffer (10 mM Tris-HCl, pH 8.1, 1% SDS, and 1 mM EDTA). The eluted samples were pooled and heated at 65 °C overnight to reverse the formaldehyde cross-linking. The DNA fragments were purified with a QIAquick spin kit. The qPCR reactions were performed with SYBR Green PCR Master Mix in a MicroAmp optical reaction plate using QuantStudio 3. Primers used for qPCR are summarized in Table S5.

### ChIP-Seq library preparation, alignment and data analyses

To validate that the anti-Ssu72 antibody (Cell Signaling) is feasible for ChIP-seq, we performed Western blotting after immunoprecipitating the formaldehyde fixed cells using the anti-Ssu72 antibody. We observed the pull-down of endogenous Ssu72 in Ad-Luc- and Ad-Cre-infected MEFs, indicating that this antibody is able to pull down crosslinked endogenous Ssu72 protein. Then, 30 to 50 million MEFs, hepatocytes and ES cells were crosslinked with 1% paraformaldehyde in PBS for 10 min at RT and were quenched with 0.2 M glycine for 5 min. For sonication of cells fixed for 10 min, the optimal sonication conditions were generated a DNA smear with more than about 90% of total DNA fragments less than 1 kb. To normalize the ChIP-seq signal, we employed a ChIP-seq spike in, using Drosophila chromatin (Active Motif) according to the manufacturer's instructions, for the Ssu72, Pol II and phospho-Pol II ChIP-Seq analyses. The ChIP-seq DNA libraries were multiplexed and sequenced using a TruSeq ChIP Samples Prep Kit on an Illumina NextSeq machine. A total of 50,000,000-103,000,000 unique reads were generated per sample. To generate the ChIP-seq data, ChIP enriched DNA reads were mapped to UCSC mouse genome (mm10) using BWA. All duplicate tags with identical sequences and possible sequencing artifacts were filtered out with the PICRAD 1.76 pipeline. The ChIP-Seq read density values were normalized per million mapped reads. The peaks of ChIP-Seq that overlapped with the possible anomalous artifact regions (such as high-mapping regions or satellite repeats) blacklisted by the ENCODE consortium (https://sites.google.com/site/anshulkundaje/projects/blacklists) were removed using BEDTools. To generate average occupancy plots against ChIP-Seq results of Ssu72, Pol II and phosho-Pol II in the MEFs and hepatocytes, we selected all genes with a distance of at least 4kb from any other known annotation (mRNAs, snRNAs, snoRNAs, tRNAs) by using mouse mm10 Refseq gene annotations. Based on selected genes, we retrieved the occupancy values from - 4 kb upstream of TSS to + 4 kb downstream of TES for total genes selected with a distance of at least 4 kb. Mapped reads were extended to 150 bp toward the interior of the sequenced fragment and input normalized to total reads aligned. The average coverage was binned in 20-bp intervals. Peak calling was performed using MACS 1.4.2 to determine statistical enrichment at a stringent p-value (p < 1E-5 ~p < 1E-7). Peaks within 1000 bp to the nearest TSS were set as promoter. The distribution of peaks (as intronic, intergenic, exonic, intronic etc.) was annotated using findMotifsGenome.pl. Metagene plots of ChIP-seq were performed using NGSplot. Density plots were generated by counting tags using indicated window size with 20 bp bin. Each plot was involved in 4 kb upstream of TSS, the gene body, and 4 kb downstream of the TES. Different occupancy-profiling categories (high 0~30%, intermediate 30~50%, and low 50~100%) were calculated and classified based on the average ChIP signal from 4kb upstream of the TSS to 4kb downstream of the 3' end of all selected genes for each experiment. For example, 515 of Ssu72-bound genes were selected in MEFs, 1994 in hepatocytes and 680 in ES cells through ChIP-Seq results. The 515 genes selected in MEFs were subdivided into groups of 155, 103 and 257 based on the average ChIP signal; 1994 genes selected in hepatocytes were subdivided into groups of 599, 398 and 997; 680 genes selected in ES cells were subdivided into 204, 136 and 340, as represented by differentially colored lines. Heatmaps of signal intensity of the ChIP samples were generated using deepTools. In brief, computeMatrix was used to calculate the signal intensity scores per ChIP sample in a given genome region that was specified by bed files. The output of computeMatrix was a matrix file of scores. The heatmap generated using plotHeatmap.

### Data access

All raw and processed sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO). The accession number is GSE122101.

### Quantification and statistical analysis

Data are presented as mean ± SD. Statistical significance was tested with Student's t-test for two groups or one-way ANOVA for multiple groups with similar size. When exact p values are not indicated, they are represented as follows: ^∗^, p < 0.05; ^∗∗^, p < 0.01; ^∗∗∗^, p < 0.001; n.s., p > 0.05.

## Supplementary Material

Supplementary figures and methods.

Supplementary table 1. List of down- and up-regulated genes by Ssu72 depletion in MEFs, hepatocytes, and ES cells.

Supplementary table 2. Ssu72 mainly controls the expression of actively transcribed gene groups with cell-type-specificity.

Supplementary table 3. Gene set enrichment analysis (GSEA) by Ssu72 depletion in MEFs, hepatocytes, and ES cells.

Supplementary table 4. Gene ontology results of RNA-Seq and Chip-Seq analyses.

Supplementary table 5. The peaks and target genes of Ssu72 ChIP-Seq data in MEFs, hepatocytes, and ES cells.

Supplementary table 6. Ssu72 binding proteomes.

Supplementary table 7. The primers for mouse genotyping.

Supplementary table 8. List of used antibody.

Supplementary table 9. The primers for qRT-PCR and ChIP analyses.

## Figures and Tables

**Figure 1:**
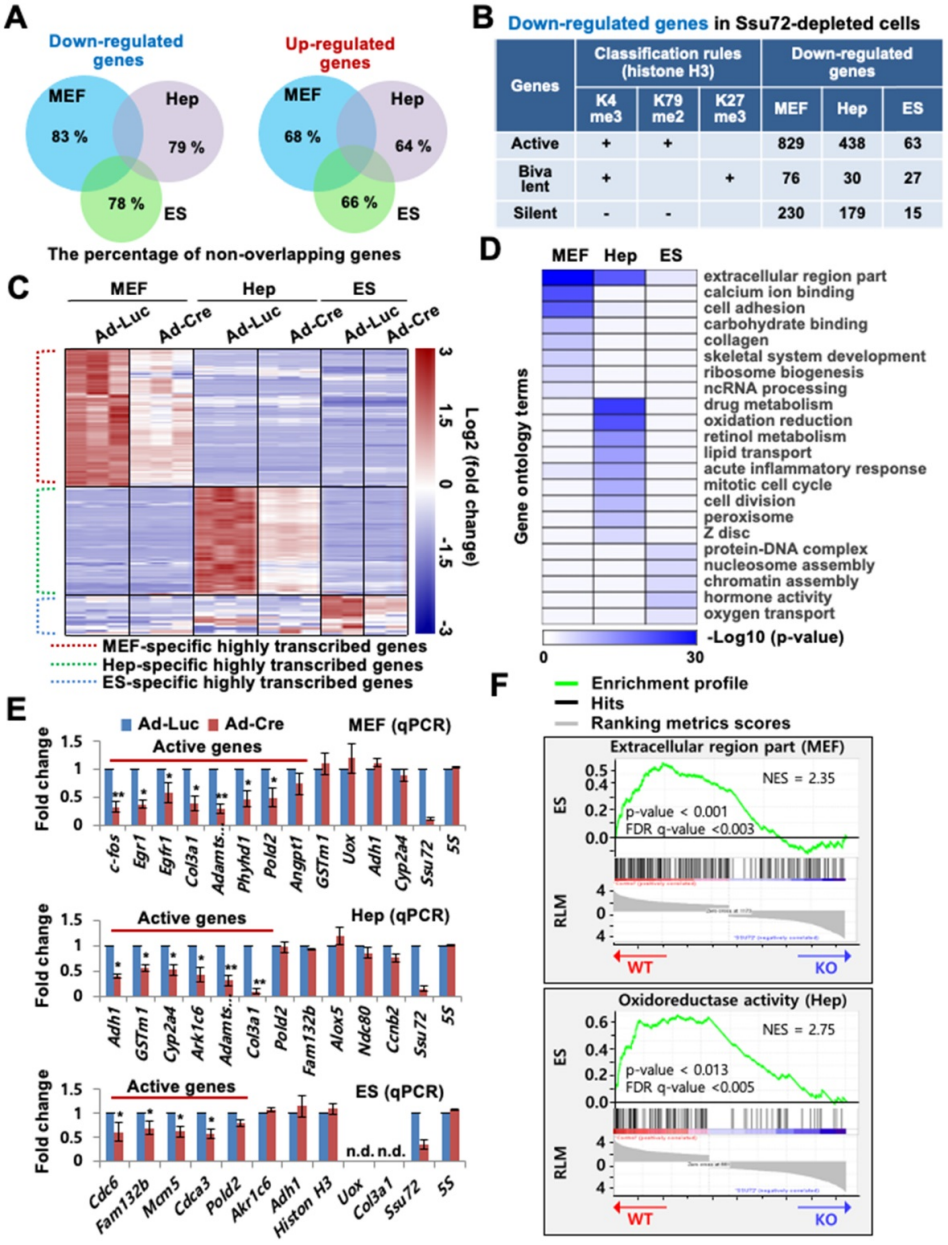
** Mammalian Ssu72 phosphatase predominantly regulates expression of transcriptionally active gene subsets with cell type-specificity. (A)** Venn diagram representing non-overlapping percentages of down- and up-regulated genes in Ssu72-depleted MEFs, hepatocytes, and ES cells. **(B)** Down-regulated genes in MEFs, hepatocytes, and ES cells from RNA-Seq data are classified into transcriptionally active, bivalent, and silent groups based on the presence of co-occupancy of H3K4me3 within ± 2 kb of the transcription start site (TSS) (MEF: GSM307608; Hepatocyte: GSM769014; ES cell: GSM307618), H3K79me2 within the first 5 kb of the gene body (MEF: GSM555115; Hepatocyte: GSM1000152; ES cell: GSM1526289), and H3K27me3 within ± 5 kb of the TSS (MEF: GSM307609; Hepatocyte: GSM1000150; ES cell: GSM307619). “+” denotes the marked histone modification, and “-” represents the unmarked histone modification. **(C)** Heat maps of downregulated genes between control (Ad-Luc infected) and Ssu72-depleted (Ad-Cre infected) MEFs, hepatocytes, and ES cells. Dotted red, green, and blue lines represent specific subsets of transcriptionally active genes in MEFs, hepatocytes, and ES cells, respectively. The color bar represents gradient of log2-fold changes for each cell type. **(D)** Heatmap of gene function's enrichment in various gene ontology categories based on Database for Annotation, Visualization and Integrated Discovery (DAVID). Results are displayed as a sorted heatmap depicting gradient p-value of preferentially altered genes annotated to particular functions. **(E)** qPCR analyses of expression of various genes in control and Ssu72-depleted MEFs, hepatocytes, and ES cells. Red lines represent transcriptionally active genes. Data are representatives of three independent experiments. Error bars indicate standard deviation (SD). 'n.d.' denotes 'not detected'. **(F)** Gene set enrichment analysis (GSEA) enrichment plot of down-regulated gene sets in Ssu72-depleted MEFs and hepatocytes versus related gene sets (MEF: Extracellular region part; Hep: Oxidoreductase activity). The green curve shows the enrichment score, which reflects the degree to which each gene was enriched (black vertical lines).

**Figure 2:**
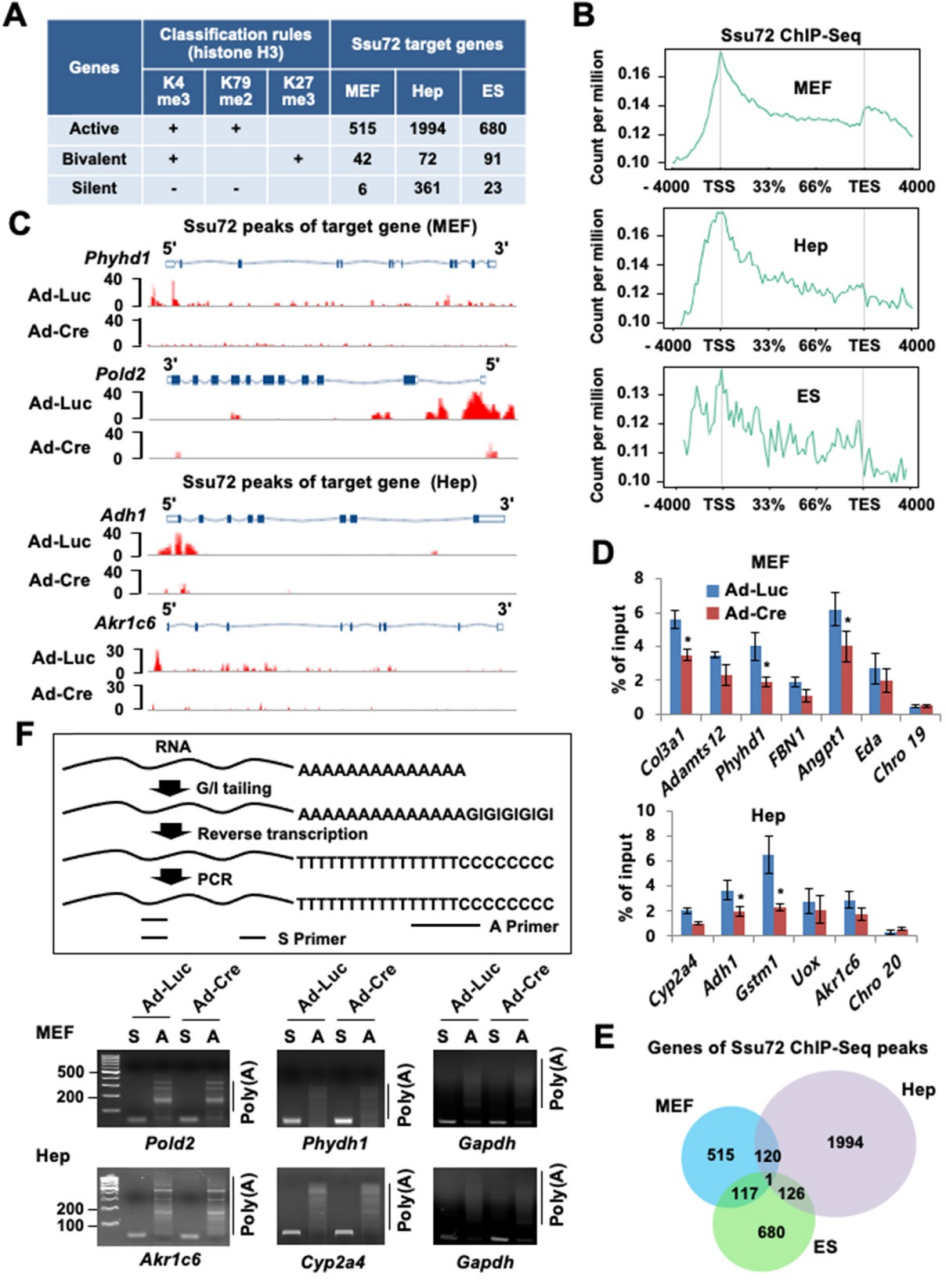
** Ssu72 is mainly localized to the promoter of actively transcribed genes with cell-type specificity. (A)** Ssu72-bound genes based on ChIP-Seq data in MEFs, hepatocytes, and ES cells are classified into transcriptionally active, bivalent, and silent groups based on the presence of co-occupancy of various histone modifications. “+” denotes the marked histone modification, and “-” represents the unmarked histone modification. **(B)** Genome-wide occupancies of high-confident Ssu72 along the transcription unit in MEFs, hepatocytes, and ES cells. Gene expression signals (*y*-axis) are presented according to ChIP-Seq reads per million values. Gene body length (*x*-axis) is displayed as a percentage from the transcription start site (TSS) to the transcription end site (TES). **(C)** Genome browser view of Ssu72 ChIP-Seq signals against* Phyhd1* and *Pold2* genes (Ssu72-bound and target genes, MEFs) and Adh1 and Akr1c6 genes (Ssu72-bound and target genes, hepatocytes) in control and Ssu72-depleted MEFs and hepatocytes. A schematic presentation of mouse Phyhd1, Pold2, Adh1, and Akr1c6 genes is shown in the top panel. **(D)** ChIP and qPCR analyses of core promoter regions within Ssu72-bound genes in control and Ssu72-depleted MEFs and hepatocytes. Random genomic regions of chromosomes 19 and 20 (Chro 19 and Chro 20) are used as negative controls. Data are presented as relative percentage of input recovery (mean value ± SD of three technical replicates).** (E)** Venn diagram presenting overlap of Ssu72-bound genes against high-confidence Ssu72 ChIP-Seq peaks in MEFs, hepatocytes, and ES cells. **(F)** Comparison of mouse poly(A) tail-lengths in MEFs and hepatocytes. Results of Poly(A)-length analyses are displayed in the upper panel. S: gene-specific PCR primer; A: Poly(A) tail PCR primer.

**Figure 3:**
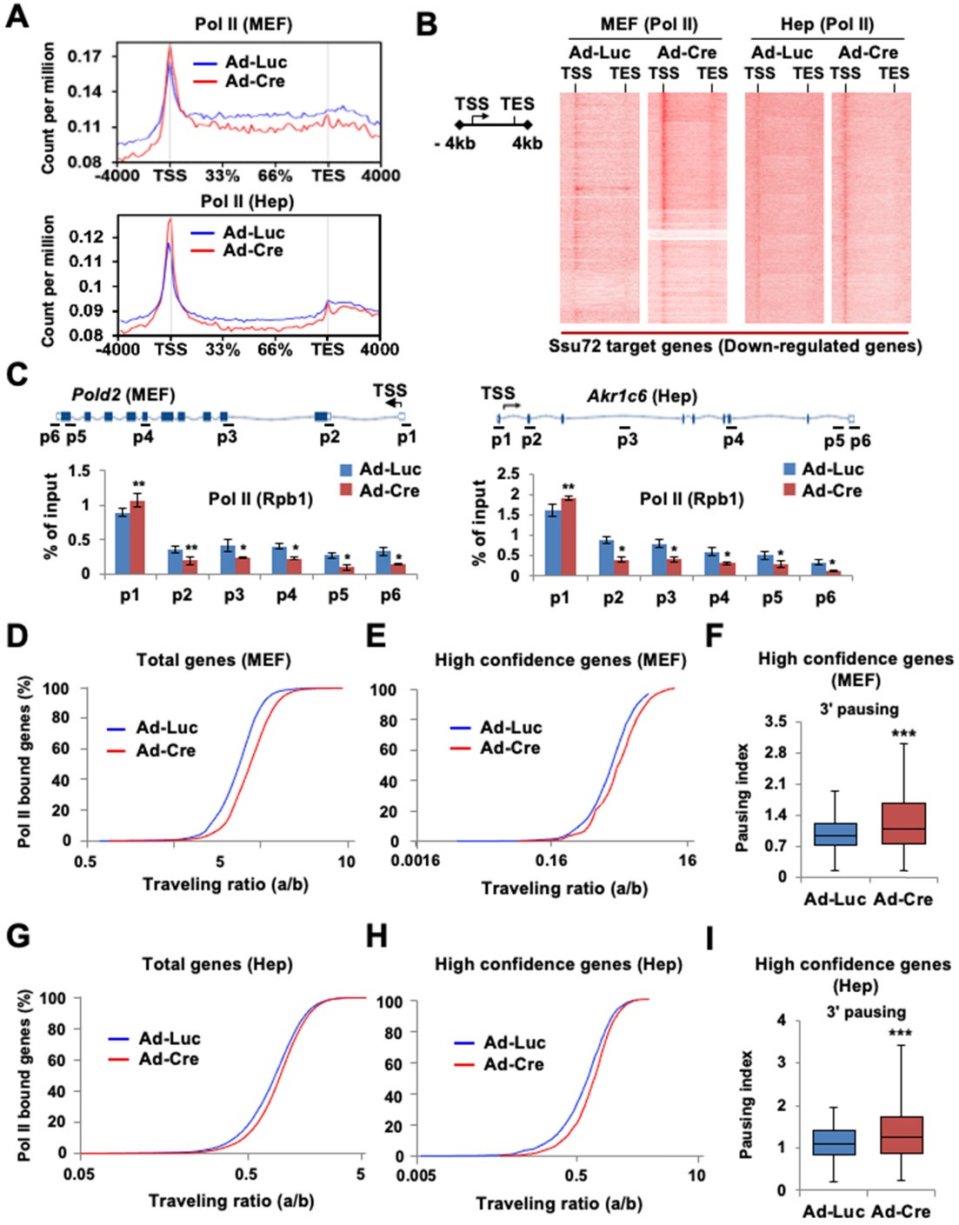
** Ssu72 is required for proper Pol II pause release and elongation in actively transcribed genes. (A)** Graphs showing high-confident profiles of genome-wide Pol II (Rpb1) occupancies in genes of Ad-Luc or Ad-Cre infected MEFs and hepatocytes. **(B)** Density plots of Pol II (Rpb1) distributions at Ssu72-bound genes (down-regulated genes by Ssu72 depletion) in control and Ssu72-depleted MEFs and hepatocytes. Each panel represents 4 kb upstream of TSS, the gene body, and 4 kb downstream of the TES. **(C)** ChIP and qPCR analyses of Pol II against Pold2 and Akr1c6 genes in control and Ssu72-depleted MEFs and hepatocytes. Data are representatives of three independent experiments. **(D)** Average genome-wide Pol II occupancy profiles showing the calculation used to determine traveling ratio (TR) in Ad-Luc and Ad-Cre-infected MEFs (also see Figure S6C). **(E)** TR of Pol II occupancy profiles against Ssu72-bound genes in Ad-Luc and Ad-Cre-infected MEFs. **(F)** Pausing index for 3'-end processing. It is the ratio of Pol II density in the transcription termination region 'c' bin to the Pol II density in the gene body region 'b' bin (also see Figure S6C). Error bars indicate SEM (*** *p* = 2.501e-29). **(G)** TR of Pol II occupancy profiles in Ad-Luc and Ad-Cre-infected hepatocytes (also see Figure S6D). **(H)** TR of Pol II occupancy profiles against Ssu72-bound genes in Ad-Luc and Ad-Cre-infected hepatocytes. **(I)** Pausing index for 3'-end processing of hepatocyte genes (also see Figure S6D).

**Figure 4:**
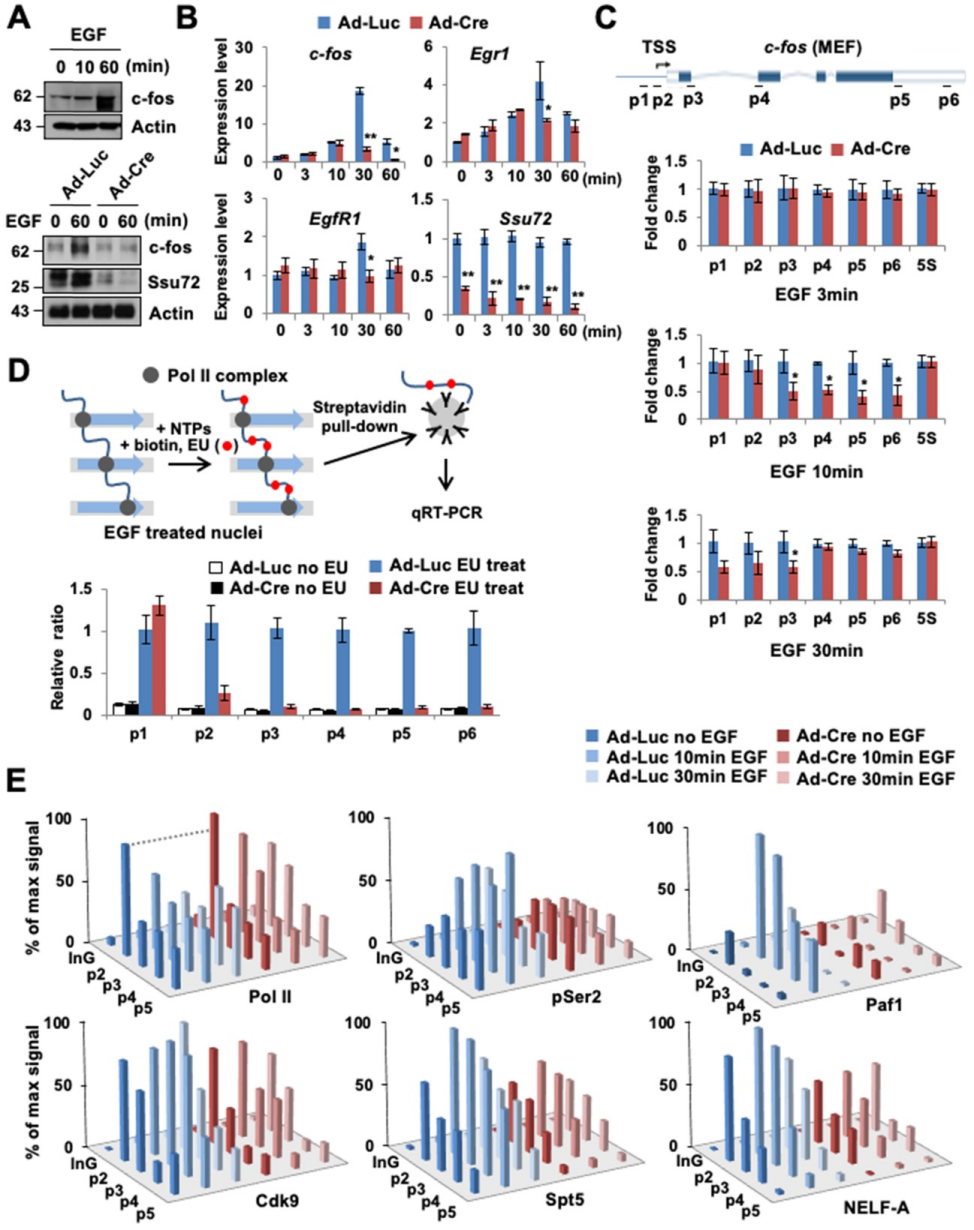
** Ssu72 is required for efficient transcriptional initiation and elongation in response to cellular transcription signals. (A)** Prior to harvest, MEFs were cultured with serum-free media for 24 h and then stimulated with 0.5 µg/mL EGF for 10 and 60 min, respectively. Cellular extracts were immunoblotted with anti-c-fos and anti-Actin antibodies (upper panel). Ad-Luc or Ad-Cre-infected MEF cell extracts (EGF: 0.5 µg/mL for 60 min) analyzed by Western blot, using indicated antibodies (bottom panel). **(B)** Total RNAs extracted from EGF-treated Ad-Luc or Ad-Cre-infected MEF cell extracts (EGF: 0.5 µg/mL for 3, 10, 30, and 60 min) analyzed by qRT-PCR using *c-fos*, Egr1, EgrR1, and Ssu72 primer sets. Error bars indicate SD. **(C)** Serum-deprived Ad-Luc or Ad-Cre-infected MEFs treated with EGF for the indicated time period and analyzed by qRT-PCR using intronic primers (p1~p6) of *c-fos* gene. 5S mRNA level was unaffected. It served as a control. Error bars indicate SD. **(D)** Nuclear run-on analyses. Serum-deprived Ad-Luc or Ad-Cre-infected MEFs were treated with 0.5 µg/mL EGF for 10 min. Transcription was stalled and then allowed to continue for 30 min in NTPs containing EU. Biotin-labeled RNAs were purified with streptavidin beads and analyzed by qRT-PCR using primers (p1 ~ p6) of *c-fos* gene. **(E)** ChIP and qPCR analyses of Pol II, pSer2, Cdk9, Spt5, Paf1, and NELF-A using primers (InG: upstream intergenic region of *c-fos* promoter and p2 ~ p5) of *c-fos* gene in EGF treated control and Ssu72-depleted MEFs (EGF: 0.5 µg/mL for 10 and 30 min). A schematic representation of *c-fos* gene and locations of primer sets for qPCR analysis are shown in Figure 4C. Data are representatives of two independent experiments.

**Figure 5:**
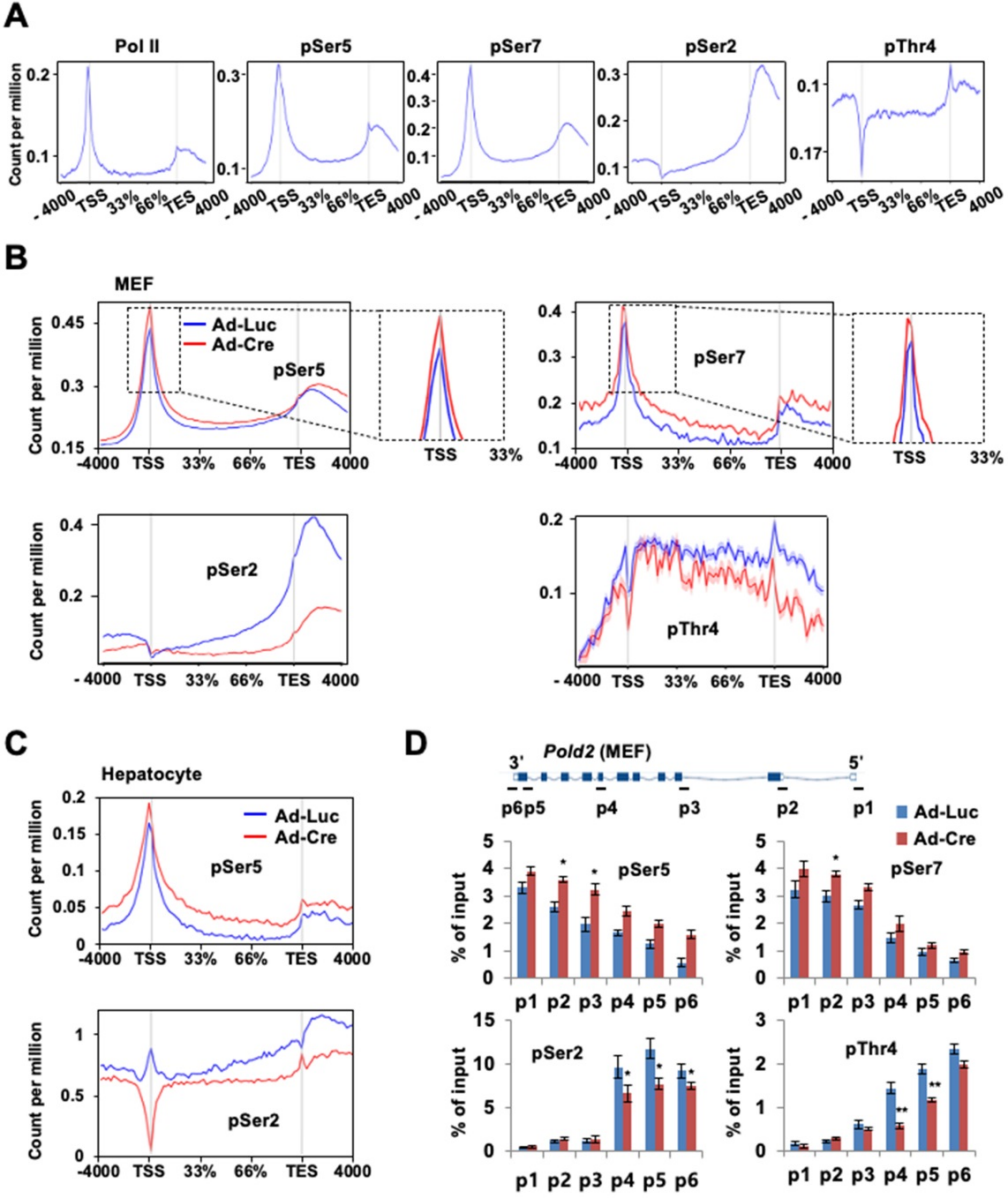
** Ssu72 depletion alters phosphorylation pattern of CTD with hyperphosphorylation of Ser5 and Ser7 and hypo-phosphorylation of Ser2 and Thr4 residues. (A)** Representative genome-wide occupancy profile of Pol II and Pol II phosphorylation (pSer5, pSer7, pSer2, and pThr4) in control MEFs. **(B)** The gene occupancies of pSer5-, pSer2-, pSer7-, and pThr4-Pol II phosphorylation in control (Ad-Luc) and Ssu72-depleted (Ad-Cre) MEFs. The right panel showing pSer5- and pSer7-Pol II occupancy profiles is an enlarged view between TSS and the initially transcribed region (33%). **(C)** The gene occupancies of pSer5- and pSer2-Pol II phosphorylation in control (Ad-Luc) and Ssu72- depleted (Ad-Cre) hepatocytes. **(D)** ChIP and qPCR analyses of pSer5, pSer7, pSer2, and pThr4 against Pold2 gene in control and Ssu72-depleted MEFs. A schematic representation of mouse Pold2 gene and locations of primer sets for qPCR analysis are shown in the upper panel. Data are representatives of three independent experiments. Error bars indicate SD.

**Figure 6:**
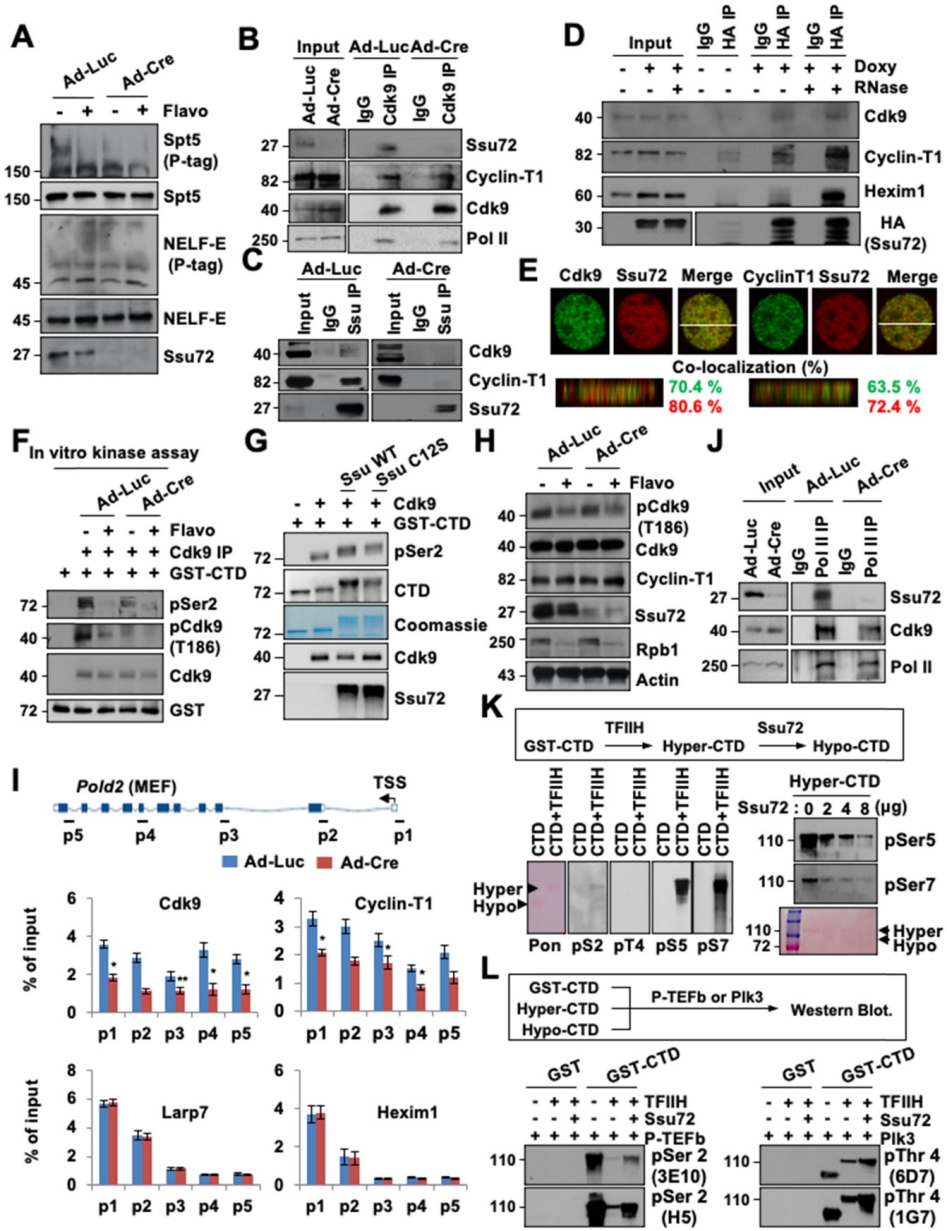
** Ssu72 is required for activation and recruitment of P-TEFb to regulate accurate transcriptional elongation. (A)** Immunoblotting of Ad-Luc or Ad-Cre-infected MEF cell lysates. Phos-tag denotes Phos-tag gel used to resolve phosphorylation based on mobility shift. **(B and C)** Extracts from Ad-Luc or Ad-Cre-infected MEF cells immunoprecipitated with IgG, anti-Cdk9, or anti-Ssu72 antibodies. **(D)** Inducible MEFs expressing HA-Ssu72 cultured in the absence (-) or presence (+) of 2 µg/ml doxycycline for 48 h. Cellular extracts were incubated in the absence (-) or presence (+) of 50 µg/ml RNAase (RNase), and immunoprecipitated with IgG or HA antibodies. **(E)** MEF cells stained with indicated antibodies. Percentages of co-localization between green and red signals were calculated by orthogonal section analyses (ZEN software). **(F)** Ad-Luc or Ad-Cre-infected MEFs were cultured in the absence (-) or presence (+) of 500 nM Flavopiridol for 8 h. Lysates were immunoprecipitated with anti-Cdk9 antibody. Immunocomplexes were incubated with GST-CTD (1 μg) in the presence of cold ATP and analyzed by immunoblotting. **(G)** Purified GST-CTD was incubated with recombinant Cdk9 and eluted Ssu72 proteins (His-Ssu72 WT or His-Ssu72 C12S) in the presence of cold ATP. The reaction was stopped by the addition of SDS sample buffer and immunoblotted with indicated antibodies. **(H)** Ad-Luc and AdCre-infected MEF cell lysates immunoblotted for phosphorylation status. **(I)** ChIP and qPCR analyses of Cdk9, Cyclin T1, Larp7, and Hexim1 against Pold2 gene in control and Ssu72-depleted MEFs. **(J)** Extracts from Ad-Luc or Ad-Cre-infected MEFs immunoprecipitated with IgG and anti-Pol II antibodies. Immunocomplexes were analyzed by Western blotting using indicated antibodies. **(K)** GST-CTD protein-bound beads were incubated with recombinant TFIIH complex in the presence of cold ATP, stained with Ponceau S, and immunoblotted with indicated antibodies. **(L)** GST, GST-CTD, hyper-CTD, and hypo-CTD proteins were incubated with recombinant P-TEFb or Plk3 kinase in the presence of cold ATP and immunoblotted with pSer2 and pThr4 antibodies.

## Abbreviations

Ad-Cre: Cre recombinase adenovirus
Ad-Luc: luciferase adenovirus
Alb-Cre: albumin-driven Cre recombinase
BrdU: 5-bromo-2'-deoxyuridine
cDNA: complementary DNA
ChIP: chromatin immunoprecipitation
ChIP-qPCR: chromatin immunoprecipitation analysis coupled with qPCR
ChIP-Seq: chromatin immunoprecipitation coupled with high-throughput sequencing
CPF/CPSF: cleavage and polyadenylation factor
CPM: counts per million
CTD: C-terminal domain
DSIF: DRB sensitivity-inducing factor
DTT: dithiothreitol
EGF: epidermal growth factor
ES: embryonic stem
EU: ethylene uridine
Fcp1: TFIIF-associated CTD phosphatase 1
FDR: false discovery rate
GO: Gene Ontology
GSEA: gene set enrichment analyses
GST: glutathione *S*-transferase
HA: hemagglutinin
Hexim1: HMBA-inducible protein 1
IEF: isoelectric focusing
Larp7: La-related protein 7
MEF: mouse embryonic fibroblast
ncRNA: non-coding RNA
NELF: negative elongation factor
Pin1: peptidyl-prolyl *cis*/*trans* isomerase
PMSF: phenylmethylsulfonyl fluoride
Pol II: RNA polymerase II
Pold2: DNA polymerase delta subunit 2
PNUTS: PP1 nuclear targeting subunit
PNUTS-PP1: PP1 nuclear targeting subunit-serine/threonine protein phosphatase type 1
PP2A: serine/threonine protein phosphatase type 2A
PTD: protein transduction domain
P-TEFb: positive transcription elongation factor b
RNA-Seq: RNA sequencing
RPAP2: RNA polymerase II-associated protein 2
snoRNA: small nucleolar RNA
snRNA: small nuclear RNA
snRNP: small nuclear ribonucleoprotein
TAP: tandem affinity purification
TES: transcription end site
TR: traveling ratio
TSS: transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

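RNA-Seq was available for MEFs, hepatocytes and ES cells with a floxed Ssu72 gene that were infected with Ad-Luc or Ad-Cre, 16 samples in all, with 3 samples per group in MEFs and hepatocytes and 2 in ES cells. The conditions were taken from the sample labels and the paper. The Ad-Luc group of the ES table carries the letters FS where the Ad-Cre group carries ES, and it was taken as the ES control.

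The files analysed here are the authors' tables of group comparisons as deposited, with FPKM values that the authors made with Cuffdiff, a log2 fold change and a fold per gene. The Cuffdiff test statistic, a signed score, and the p-value and q-value (FDR) of each gene are also the authors' own, and a given p has the same q in all 3 tables. The submitters' processing notes name CASAVA, TopHat2 2.0.13, DESeq, edgeR, Cuffdiff 2.2.0 and the mm10 genome. The paper's methods describe stranded total RNA libraries with an ERCC spike-in, paired-end reads, TopHat on mm10, and a Partek, ANOVA and DESeq2 analysis. Nothing per sample was used, so read depth, the spread between samples and the effect of single samples are unknown here, and every p and q per gene is the authors'. The recomputed log2 ratio of the FPKM values matched the authors' log2 fold change within 0.01 except for Rsad2 and Pold2 in MEFs, which were set aside after the files were seen.

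Genes with the authors' status OK counted as tested. Calls needed p below 0.05, q below 0.1 and a change above 1.5-fold, as in the paper's results section. No pseudocount and no filter on low values were used, and a gene with a group at 0 was called from p and q with no fold printed. The balance of higher and lower genes was compared with an even split by the exact binomial test, chosen after the counts were seen. Overlaps, shares of highly expressed genes, shares of non-coding genes and gene lists were tested with Fisher's exact test (two-sided), with p-values adjusted by the Benjamini-Hochberg method within each family, and shares carry exact Clopper-Pearson intervals of 95%. A list's median log2 fold change was set against 10000 random lists of the same size drawn within 20 bins of level, and the difference in a list's median between MEFs and hepatocytes against the same number of random lists. The interval of a share and the p of a list take genes as independent, which genes of one pathway are not.

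The 55 gene lists, 7 of them from genes the paper names, were written before the data were examined. After the list results were seen, a list member that had been matched only through a synonym of another gene was dropped, which changed hepatocyte results alone. The rule that singled out lists for the closing section, and the record of which lists the paper discusses, were also set after the list results were seen. Genes were named by a rule fixed before the data were examined: every gene the paper names for the RNA-Seq comparison, its qPCR panel or Ssu72 binding, the 10 largest changes per direction and cell type among called genes of at least 1 FPKM in the higher group, the 4 called members with the highest mean level in each list described (2 if none was called), up to 10 genes per direction called in all 3 cell types, and housekeeping genes as a check of scaling. Some genes that this rule picks are not reported here. Non-coding genes named by their level were chosen after the values were seen. None of 18 housekeeping genes was called in any cell type, while at an authors' p below 0.05 whatever the fold 8 were higher and 2 lower in MEFs, 4 and 2 in hepatocytes, and 2 and 1 in ES cells.

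For the neighbours of genes, positions were the authors' deposited loci and strands came from the reference annotation. A neighbour was counted when it had at least 5 FPKM and its nearer edge lay within 10 kb. For a gene upstream on the same strand this edge is the 3' end. A deposited locus can be wider than the gene itself, so the distances given are between the edges of loci. Alternatives set beforehand were 2-fold with FDR below 0.05, FDR below 0.05 with p below 0.1 at 1.5-fold, FDR below 0.1 without a minimum fold, minimum levels of 1 and 10 FPKM, folds of the value plus 1, protein-coding genes only, and centring on the median gene or on the ribosomal protein genes. Alternatives added after seeing the data were q recomputed within each cell type, Rsad2 and Pold2 kept, lists with calls centred on the ribosomal protein genes, lower genes without Ssu72, lists without the genes the paper picked for qPCR or names as bound by Ssu72, and the highest level by the Ad-Cre or mean values, and the shared calls drawn within bins of level were also added then. The code for the calls and list tests was checked on simulated tables with planted changes. Their noise followed the same formula of the level for every cell type, without replicates, and p was computed from that noise. Genes with a planted 2-fold change were called in 88.9% of cases with the levels of MEFs, 91.2% for hepatocytes and 87.3% for ES cells, unchanged genes in 0.0745%, 0.0234% and 0.121%, and 0 of 100 random lists were enriched in each. These rates check the code. They do not estimate the error rates of the authors' calls or of lists of genes that change together.

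The paper's active, bivalent and silent gene groups, its Ssu72-bound genes, its ChIP-Seq and its Alb-Cre livers were not analysed here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.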

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

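The rule that picked the groups below, the results without the genes the paper picked and the interquartile range test were chosen after the result was seen. Groups of the first kind are lists enriched among lower genes in MEFs and higher genes in hepatocytes or the reverse. Their difference in median log2 fold change between these cells also had to reach an adjusted permutation p below 0.05. Groups of the second kind are lists of at least 20 tested members, of which at least 50% were lower. They lie outside the gene groups or processes that the paper discusses or lists in the parts of its gene ontology and GSEA tables at hand.

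EGF-responsive and immediate early genes were enriched among lower genes in MEFs (7 of 26) and among higher genes in hepatocytes (10 of 24), with a median difference in log2 fold change of -0.769 (MEFs minus hepatocytes, 22 of 24 genes lower in MEFs than in hepatocytes). The difference was -0.848 for collagens (14 of 18 genes), -0.809 for matrix glycoproteins and proteoglycans (32 of 35), -0.999 for liver fibrosis and stellate cell activation (19 of 20), -0.857 for matrix proteases and inhibitors (18 of 20) and 0.587 for the urea cycle and amino acid catabolism (1 of 13 genes lower in MEFs than in hepatocytes). Some of these lists share members, so they are not independent results. Col1a1 is on the collagen and fibrosis lists, and Ctgf on the EGF-responsive, matrix glycoprotein and fibrosis lists. In each case the permutation p from 10000 random lists was 0.0001, the smallest they can give, or 0.000367 adjusted over 44 lists. This p was part of the rule that picked the lists, so it is not separate evidence for the difference. Without the genes the paper picked, it was -0.638 for EGF-responsive genes (19 of 21), -0.656 for collagens (13 of 17) and -0.978 for fibrosis (18 of 19), with the same p. Some of the calls behind the choice of these lists were lost under an alternative by the exact test: for EGF-responsive genes in MEFs without the genes the paper picked (4 of 23, adjusted p = 0.351), at 1 FPKM (adjusted p = 0.0687) and relative to the ribosomal protein genes (adjusted p = 0.205) and in hepatocytes at 2-fold (adjusted p = 0.189), for matrix glycoproteins, fibrosis genes (adjusted p = 0.132 each) and proteases (adjusted p = 1) in hepatocytes at 2-fold, and for the urea cycle in MEFs at 1 FPKM (adjusted p = 0.161) and 2-fold (adjusted p = 0.0808).

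Fibroblast markers, which the paper's text does not name as a group, were lower for 60.9% of their tested members in MEFs, where epithelial markers had a median log2 fold change of 1.03 and macrophage markers one of 0.27. Among the fibroblast markers, Col1a1, Col1a2, Col3a1 and Postn are also on the collagen or matrix glycoprotein lists.

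In hepatocytes, lists of hepatocyte genes were enriched among lower genes and markers of some other cell types among higher genes, and of 203 hepatocyte-restricted genes (at least 10 FPKM in Ad-Luc hepatocytes and under 1 FPKM in the other Ad-Luc cells) 105 were lower, 2 were higher and the median log2 fold change was -0.69. A lower share of hepatocytes among the cultured cells would shift these genes by a common factor, and as the whole cause it is argued against by their interquartile range of 0.863 in log2 fold change, 2.97 times the 0.291 of 6489 other genes of at least 10 FPKM. As a part of the cause it stays open, since 10.8% of them (22 genes) lay above 0, between the bounds set before the result was seen. A change within the hepatocytes also stays open, and may act beside it. Loss of Ssu72 and the presence of Cre go together in this design, so their effects were not separated here.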

How the results depend on the processing

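The test of the balance of higher and lower genes and the results without Ssu72, without the genes the paper picked, for the highest level by Ad-Cre or mean values, for q recomputed within each cell type, for Rsad2 and Pold2 kept, and for lists centred on the ribosomal protein genes were chosen after the result was seen. No gene named and no list, overlap, level or specificity result reversed with a p below 0.05 under the alternatives run for it, but the balance of higher and lower genes did. Odds crossed 1 without such a p for ribosome biogenesis genes in MEFs at 2-fold (0) and relative to the ribosomal protein genes (0.525), for ER chaperones in MEFs and matrix proteases in hepatocytes at 2-fold (0 each), for non-coding genes in hepatocytes at 1 FPKM (0.905), and without Ssu72 for the level in ES cells by the Ad-Cre value (0.846) and, with none shared, for the overlaps of lower genes with ES cells at 2-fold and of hepatocytes and ES cells among the largest folds. For any change below the cause was not tested unless stated. No paired analysis was possible because the tables hold a single value per group. For the same reason another testing tool, a replicate block and leaving out single replicates were not run. Read depth per sample is unknown, so its limits could not be given. Counts fall by construction under a higher fold or level minimum.

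Counts of higher and lower genes were 510 and 423 in MEFs, 445 and 275 in hepatocytes and 114 and 6 in ES cells with 2-fold and FDR below 0.05. With FDR below 0.1 and no minimum fold they were 4447 and 3578, 3530 and 2697, and 1547 and 1293. Among genes of at least 10 FPKM they were 313 and 515, 191 and 301, and 24 and 9, and at 1 FPKM 191 and 42 in ES cells. Folds of the value plus 1 gave 678 and 730 in MEFs, 478 higher genes in hepatocytes, and 99 and 12 in ES cells. Centring on the ribosomal protein genes gave 675 and 2312 in MEFs and 182 and 268 in ES cells. With q recomputed within the cell type, ES cells had 196 and 40. Higher genes were 50.4% of called genes in MEFs, 56.9% in hepatocytes and 82.2% in ES cells, and by an exact binomial test against an even split this reversed to 38.8% in hepatocytes at 10 FPKM and to 40.4% in ES cells relative to the ribosomal protein genes. In hepatocytes it lost significance at 1 FPKM (52.4%) and with the value plus 1 (49.5%). In MEFs, where the main share gave p = 0.710 by the exact binomial test, it was 54.7% at 2-fold, 55.4% with no minimum fold, 47.6% at 1 FPKM, 37.8% at 10 FPKM, 45.6% centred on the median gene and 22.6% relative to the ribosomal protein genes, each with a p below 0.05. MEF counts stayed at 1181 and 1162 with Rsad2 and Pold2 kept.

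The share of higher genes called in a single cell type was 63.6% in MEFs, 57.3% in hepatocytes and 40.6% in ES cells among genes tested in all 3, 63.7% in MEFs and 58.7% in hepatocytes at 2-fold, and 73.4%, 67.0% and 67.5% at 1 FPKM. Among the 100 largest folds it was 51% in MEFs, 55% in hepatocytes and 78% in ES cells. Counting calls in either direction as overlap gave 57.7% for hepatocytes. For lower genes the share was 86.7% in MEFs and 76.0% in hepatocytes among genes tested in all 3, 95.7%, 93.5% and 83.3% (of 6 genes in ES cells) at 2-fold, 84.3% in MEFs and 80.8% in hepatocytes counting either direction, and 94%, 96% and 95.2% among the largest folds.

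Overlaps of lower genes lost significance by Fisher's exact test at 2-fold between MEFs and ES cells (odds ratio 27.0, p = 0.0539) and among the largest folds between hepatocytes and ES cells (13.8, p = 0.0749), in both cases with Ssu72, the deleted gene, as the only gene shared. The odds that lower rather than higher genes were highly expressed were 1.22 in MEFs by the Ad-Cre level (p = 0.0758, exact test), and in ES cells 3.49 by the Ad-Luc level (p = 0.0443, exact test) and 56.5 at 2-fold (p = 0.00616, exact test), or 2.79 (p = 0.109) and 28.2 (p = 0.0826) without Ssu72. Specificity of lower genes in hepatocytes was 1.68 at 2-fold (p = 0.0839, exact test) and 1.00 with the highest level by the Ad-Cre value (p = 1, exact test), which gave 0.365 in ES cells (p = 0.00818, exact test), and that in ES cells had no finite value at 2-fold, so none is given.

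Lists enriched among higher genes in MEFs numbered 3 at 1 FPKM and 2 at 2-fold, and those in hepatocytes 4 at 2-fold. Other lists were gained. Among higher genes in hepatocytes, 3 were gained with folds centred on the median gene and 5 relative to the ribosomal protein genes. Fibroblast markers were gained in both cases and endothelial markers in the latter. Relative to the ribosomal protein genes, MEFs gained ATF4 targets and endothelial markers among higher genes and G2/M genes among lower genes. Of 18 lists enriched among lower genes in hepatocytes (4 of them of genes the paper picked), 17 were kept at 1 FPKM, at 2-fold and relative to the ribosomal protein genes, and of 14 in MEFs (2 of them so picked) 13, 10 and 12 were, while without the genes the paper picked 14 and 11 remained. Of 232 named genes called in a cell type, 123 were still called in the same direction at 2-fold, 230 with folds centred on the median gene (all but Ncl and Nop56 in MEFs), and all 222 that reach 1 FPKM. The other 164 comparisons of a main result with an alternative kept their side of the threshold, or for counts stayed within 1.5 times and for shares within the exact 95% interval of the main share. Some of those changed direction with neither p below 0.05. Examples are the balance in MEFs with protein-coding genes only (1080 higher and 1108 lower) and the non-coding genes in hepatocytes at 1 FPKM.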

Differences from the paper's values

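Some choices behind the differences in this part were made after the result was seen. They are q recomputed within each cell type, the calls drawn within bins of level, the list filtered by fold alone and results without Ssu72. Setting Rsad2 and Pold2 aside or keeping them was also decided then. So were the lists centred on the ribosomal protein genes and those without the genes the paper picked. For genes down-regulated in ES cells, the paper's value is 125 and the value here is 64, at the thresholds the paper states. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value: 61 with FDR below 0.05 and p below 0.1, 64 without a filter on low values, 57 for protein-coding genes, 42 at 1 FPKM, 9 at 10 FPKM, 6 at 2-fold, 12 with folds of the value plus 1, 1293 with no minimum fold, 68 centred on the median gene and 268 centred on the ribosomal protein genes. With q recomputed within the cell type, chosen after seeing the values, it was 40. The authors' own deposited list of ES genes at these thresholds holds 293 higher and 63 lower genes, all of them called here. Their list filtered by fold alone, without the p and FDR limits the paper states and looked at after seeing the values, holds 155 lower genes, within 1.5 times of the paper's value. It also holds 490 higher genes, where the paper gives 302, so it does not account for both of the paper's counts.

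The paper states that the sets of changed genes in the 3 cell types overlap little. Here every pair of cell types shared more higher genes than independent calls would give, by 5.28 times in MEFs and hepatocytes, 6.74 times in MEFs and ES cells and 6.84 times in hepatocytes and ES cells, and more lower genes, by 4.51, 5.35 and 4.25 times. Against calls drawn within bins of level, chosen after the result was seen, these were 2.93, 3.19 and 2.80 times for higher genes. For lower genes they were 4.16, 3.97 and 3.01 times, with the deleted gene Ssu72 counted in each pair. Without Ssu72, hepatocytes and ES cells shared 5 lower genes, not above the range of 0 to 5 of these draws, which included Ssu72. MEFs and hepatocytes then shared 112, above 18 to 37, and MEFs and ES cells 13, above 1 to 7. Most genes of each set were called in a single cell type, as the paper also states, except that among genes tested in all 3 cell types 40.6% of the higher genes in ES cells were.

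The paper states that lower genes hold many highly transcribed genes. Lower genes here were more often in the top 25% of expression than higher genes in MEFs and hepatocytes, with shares of 23.6% and 19.0%, and not more often than all other tested genes, with odds ratios of 0.92 and 0.69. In the lowest 25%, 12.3% of tested genes in MEFs and 8.54% in hepatocytes were lower, against 8.03% and 4.18% in the top 25%. Untested genes are left out of this comparison. The paper also classes most lower genes as active by histone marks, a different measure that was not analysed here.

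The paper states that chromatin assembly genes, with a histone gene cluster, fell in ES cells. Here 0 of 41 chromatin assembly genes and 2 of 46 histone genes were lower, and neither group was enriched among lower genes under any alternative run, with an adjusted p for histones between 0.0912 and 1 by Fisher's exact test. In ES cells, 38 of the chromatin assembly genes reached 10 FPKM in either group. Only 2 of the histone genes did, and 33 reached 1 FPKM, so the histone result rests mostly on low values.

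The paper states that loss of Ssu72 can make quiescent hepatocytes proliferate. In the cultured hepatocytes here, 36 of 52 genes of G2/M and mitosis were lower and none higher, and of 46 genes of DNA replication and G1/S none was called by the authors' Cuffdiff values, while 15 were higher and 3 lower at an authors' p below 0.05 whatever the fold. The paper's own gene ontology (Fig. 1D) also lists mitotic cell cycle and cell division in hepatocytes. The paper cites supplementary figures for its statement, and its methods describe BrdU and Ki67 staining of liver sections. That is a different measure from RNA of infected cultured cells, and proliferation itself was not measured in these files.

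Among the genes of the paper's qPCR panel (Fig. 1E), the paper states that Cdc6, Cdca3 and Fam132b fell in ES cells. In the authors' deposited table, Fam132b was lower, while Cdc6 went from 22.2 to 21.2 FPKM (log2 fold change -0.06) and Cdca3 from 88.5 to 93.5 FPKM (0.08), and neither was called under any alternative run. The same holds for the panel's Mcm5 (-0.01) and Pold2 (0.02) in the authors' deposited table. The genes it names in MEFs and hepatocytes, among them Fos, Egr1, Adh1, Gstm1 and Akr1c6, were lower in these cells here. Pold2 in MEFs was set aside because the authors' deposited table gives 12.6 and 8.92 FPKM with a test statistic of the opposite sign (0.297) and an authors' p of 0.633, and it was not called when kept.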

Other observations

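The count of shared calls by level, the follow-up comparisons of neighbours and the use of an interval for reads from the opposite strand were chosen after the result was seen. Inflammatory and antiviral genes fell in hepatocytes. Of 30 interferon response genes, 11 fell and 1 rose (adjusted p = 3.29e-06 by Fisher's exact test, two-sided), with Irf7 (-0.70), Isg15 (-0.76) and Cxcl10 (-1.16) lower and Isg20 (3.01), which begins 4591 bp after the expressed gene Aen, higher in the authors' deposited table. Acute phase genes fell in 10 of 22 cases in hepatocytes (adjusted p = 1.16e-06 by the exact test), with Hamp (-0.64) and Orm1 (-0.91) in the authors' deposited table, and in 5 of 11 cases in MEFs (adjusted p = 0.00896 by the exact test), with Hp (-1.16), Steap4 (-1.65) and Lbp (-1.43) in the authors' deposited table. Of 20 genes of gluconeogenesis and glycolysis, 5 fell in hepatocytes (adjusted p = 0.0168 by the exact test), among them Pcx (-0.64), Fbp1 (-1.42) and Slc2a2 (-1.18) in the authors' deposited table. Chaperones of the endoplasmic reticulum fell in MEFs, 6 of 21 genes (adjusted p = 0.0329 by the exact test), led by Calr (1167 to 652 FPKM, -0.84), Hsp90b1 (-0.66), Pdia6 (-0.64) and Pdia4 (-0.83) in the authors' deposited table. The chaperones no longer passed at 2-fold (adjusted p = 1 by the exact test), nor did the gluconeogenesis genes at 1 FPKM (adjusted p = 0.0590 by the exact test).

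Genes of lineages other than the cultured cell rose in several lists. In MEFs, 5 of 7 trophectoderm genes (adjusted p = 8.57e-04 by the exact test), with Gata3 (0.89) and Ascl2 (2.30), and 4 of 9 genes of mesoderm and neuroectoderm (adjusted p = 0.0255 by the exact test), with Kdr (0.96), Eomes (2.32) and Pou3f1 (0.75), were higher in the authors' deposited table. In hepatocytes, 5 of 11 muscle genes (adjusted p = 0.00330 by the exact test), with Actc1 (1.34) and Casq1 (0.68) and with Acta1 (1.96), which begins 2348 bp after the expressed gene Nup133, 5 of 9 epithelial markers (adjusted p = 0.00119 by the exact test), with Cldn3 (0.66) and Cldn4 (0.89), and 2 of 2 tested lymphocyte markers (adjusted p = 0.0211 by the exact test), of which Cd79a (2.38) begins 7709 bp after the expressed gene Rps19, were higher in the authors' deposited table. Both lymphocyte markers were low in the Ad-Luc hepatocytes, at 0.125 FPKM for Cd79b and 0.232 for Cd79a in the authors' deposited table. Cd79b spans 106311341 to 106314529 on chromosome 11, near Scn4a (106318593 to 106349390), which was also higher in hepatocytes (4.94). The non-coding RNA Rmrp, lower in MEFs, was higher in ES cells, and Rpph1, higher in ES cells, fell from 21.7 to 8.82 FPKM in MEFs in the authors' deposited table. At 1 FPKM, the calls of the mesoderm (adjusted p = 0.0858 by the exact test) and muscle genes (adjusted p = 0.162 by the exact test) were lost, the mesoderm call also relative to the ribosomal protein genes (adjusted p = 0.205 by the exact test), and at 2-fold those of the mesoderm genes (adjusted p = 0.726 by the exact test) and of the epithelial markers in hepatocytes (adjusted p = 0.807 by the exact test). Adjusted over the list alone, the counts of all lists in these paragraphs were the same.

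A candidate explanation for the genes higher in more than a single cell type is transcription that runs on from an expressed gene upstream. Of 355 such genes placed in MEFs, 38.3% lie within 10 kb downstream of an expressed gene on the same strand, against 12.4% of level-matched genes (9.01 to 15.8%, odds ratio 4.40, or 4.03 with genes also matched on the number of neighbours), with 38.6% against 13.3% in hepatocytes and 38.5% against 12.1% in ES cells, and within 50 kb 61.4% against 28.7%, 63.0% against 30.9% and 61.5% against 30.3%. Chance calls among genes of low level are argued against by 334 genes shared by MEFs and hepatocytes where calls drawn at random within bins of level shared 97 to 131. Reads of a gene that ends towards them on the opposite strand stay open, since 18.9% against 15.4% in MEFs, 20.2% against 16.8% in hepatocytes and 22.1% against 16.0% in ES cells had such a neighbour, above the mean of matched genes and within their range. The reading from upstream also stays open, because most of the genes have no such neighbour within 10 kb and because other neighbours were more frequent too within 10 kb, in MEFs head-to-head (17.5% against 12.3%, though 7.32% against 6.85% within 1 kb) and downstream on the same strand (17.7% against 10.0%), and in ES cells head-to-head (26.0% against 10.9%).

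The smaller number of called genes in ES cells is unlikely to come from having 2 samples per group alone. Among genes of at least 10 FPKM, 77 changed by more than 1.5-fold in ES cells whatever their p, which is 14% of the 550 in hepatocytes, and 887 did in MEFs. Whether the lesser fall of Ssu72 in ES cells accounts for it was not tested.

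Other genes of the paper's qPCR panel had these values in the authors' deposited table: Ccnb2 (32.9 to 12.0 FPKM, -1.45) and Alox5 (1.35 to 0.695 FPKM, -0.96) lower in hepatocytes, where Ndc80 went from 11.9 to 8.36 FPKM (-0.51, not called) and Col3a1 from 1.23 to 1.62 FPKM (0.40, not called), and Alox5 (1.09 to 1.81 FPKM, 0.73) higher in ES cells. Eda, which the paper names as bound by Ssu72, fell from 1.94 to 1.28 FPKM (-0.60) in MEFs in the authors' deposited table. Of the genes that the paper shows as inactive in MEFs, Gstm1 went from 17.3 to 16.5 FPKM (-0.07, not called) in the authors' deposited table. Cdca3 fell from 32.7 to 17.9 FPKM (-0.87) in hepatocytes in the authors' deposited table. In the Ad-Luc cells Ssu72 stood at 99.2 FPKM in ES cells, 26.0 in hepatocytes and 22.7 in MEFs in the authors' deposited table, with levels taken from a separate table for each cell type. Among RNA polymerase II kinases and phosphatases, Ppp1r10 (14.1 to 28.8 FPKM, 1.02) rose in hepatocytes and Cdk12 (17.3 to 10.7 FPKM, -0.69) fell in ES cells in the authors' deposited table.

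Across genes, log2 fold changes of MEFs and hepatocytes had a Pearson correlation of 0.47 and a Spearman correlation of 0.31 (10850 genes), MEFs and ES cells 0.17 and 0.28 (10614 genes), and hepatocytes and ES cells 0.16 and 0.09 (10432 genes). Genes are not independent replicates, so no p is given.

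For Rsad2 in MEFs, the authors' deposited table gives 62.0 and 86.8 FPKM, a ratio of 1.40, beside a log2 fold change of 0.405, a fold of 1.45 and a test statistic of -1.41. For Pold2 in MEFs the log2 fold change in the authors' deposited table is -0.590, while the FPKM ratio is 1.41. The origin of these values is unknown here.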
